# Translational regulation contributes to the elevated CO_2_ response in two *Solanum* species

**DOI:** 10.1111/tpj.14632

**Published:** 2020-01-16

**Authors:** Sharon B. Gray, Joel Rodriguez‐Medina, Samuel Rusoff, Ted W. Toal, Kaisa Kajala, Daniel E. Runcie, Siobhan M. Brady

**Keywords:** elevated carbon dioxide, *Solanum*, genetic variation, root, transcriptome, translatome, metabolome, regulation

## Abstract

Understanding the impact of elevated CO_2_ (eCO_2_) in global agriculture is important given climate change projections. Breeding climate‐resilient crops depends on genetic variation within naturally varying populations. The effect of genetic variation in response to eCO_2_ is poorly understood, especially in crop species. We describe the different ways in which *Solanum lycopersicum* and its wild relative *S. pennellii* respond to eCO_2_, from cell anatomy, to the transcriptome, and metabolome. We further validate the importance of translational regulation as a potential mechanism for plants to adaptively respond to rising levels of atmospheric CO_2_.

## Significance Statement

In a domesticated and a wild *Solanum* species, translational and transcriptional regulation feedback onto each other and show interspecific differences in response to elevated CO_2_.

## Introduction

Atmospheric CO_2_ has increased more than 40% since pre‐industrial times and a similar magnitude of increase is predicted by the end of this century (IPCC, 2013). Plants are autotrophic and their prime substrate for photosynthetic production of sugars is CO_2_. In C_3_ species, photosynthetic CO_2_ assimilation is limited by the diffusion of CO_2_ from the atmosphere into the chloroplast and the biochemical capacity for CO_2_ fixation in the chloroplast. Consequently, growth at elevated CO_2_ concentration (eCO_2_) generally stimulates photosynthetic CO_2_ assimilation, which in turn leads to greater leaf respiration and plant growth when sufficient nutrients and water are available (Drake *et al.*, 1997; Ainsworth and Long, 2004; Leakey *et al.*, 2009a,b).

Meta‐analyses of C_3_ species investigated at 12 Free Air CO_2_ Enrichment (FACE) facilities with long‐term application of eCO_2_ supports this general biomass stimulation with an average increase in above‐ground biomass of 20% in response to eCO_2_. Yet, different plant species respond in different ways to CO_2_ (Bishop *et al.*, 2014). Presumably, this diversity of responses involves complex interactions among plant carbon, water, and nutrient relations, which are also constrained by plant developmental programmes and gene regulation (Leakey and Lau, 2012; Gray and Brady, 2016). As a consequence, improving plant performance under future growing conditions requires a global understanding of both the physiological, developmental and regulatory mechanisms that govern the response to eCO_2_ across organs and cell types in diverse plant species. Capturing genetic variation associated with enhanced yield under eCO_2_ would be highly valuable for breeding crop varieties for the future.

The output of genetic variation is phenotypic variation in the form of physiological, developmental, cellular, and molecular traits. The physiological traits most directly impacted by elevated CO_2_, with significant subsequent impacts on growth and yield, are photosynthetic carbon assimilation and stomatal conductance (Ainsworth and Long, 2004). Much of the previous research investigating the effects of eCO_2_ on plant development has focused on above‐ground tissues (Taylor, 2003; Dermody *et al.*, 2006; Gray and Brady, 2016). However, because yield responses to eCO_2_ ultimately depend on nutrient and water status as well as sink‐source balance for carbon, root function is recognized to be very important for plant responses to eCO_2_ (Rogers *et al.*, 1994; Zak *et al.*, 2000; Gray *et al.*, 2012). Nevertheless, knowledge of how root development is altered in response to eCO_2_ lags far behind our understanding of shoot responses.

Stimulatory effects of eCO_2_ on root biomass have been observed in several plant species, including Arabidopsis (Crookshanks *et al.*, 1998; Jauregui *et al.*, 2015), wheat (Vicente *et al.*, 2016), and tomato (Cohen *et al.*, 2018). Whether or not genes that determine root system architecture do so in a Mendelian manner in response to eCO_2_ across plant species is less clear. At the cellular level, changes in root and shoot function can occur through modification of xylem cell development or hydraulic conductivity. As the majority of water acquired by roots is transported from roots to shoots before diffusing into the atmosphere via stomata in exchange for CO_2_, understanding xylem vessel diameter is also critically important to understanding plant water relations. Root xylem vessel diameter was shown to increase in tomato (cv Ikram) in response to eCO_2_ in different concentrations of nitrate (Cohen *et al.*, 2018). These studies demonstrate that root cellular anatomy should be an additional phenotypic trait used to quantify genetic variation in a plant's response to eCO_2_.

Molecular mechanisms underlie these morphological and physiological responses. Monitoring the transcriptome in leaves has revealed gene expression patterns that closely mirror changes in metabolism (Kaplan *et al.*, 2012; Watanabe *et al.*, 2014; Markelz *et al.*, 2014a; Jauregui *et al.*, 2015; Vicente *et al.*, 2016; Zhang *et al.*, 2018; Vicente *et al.*, 2018). In soybean, eCO_2_ also induced significant changes in the expression of genes associated with carbohydrate metabolism and respiration (Leakey *et al.*, 2009a,b). In Arabidopsis, eCO_2_ induced expression of genes encoding respiratory machinery, components of the glycolytic cycle, the tri‐carboxylic acid (TCA) cycle, and the mitochondrial electron transport chain, which is consistent with increased leaf respiration and foliar starch and sugar content (Leakey *et al.*, 2009a,b). The root transcriptome of Arabidopsis in response to eCO_2_ has recently been characterized and indicates potential mechanisms for differences in organ‐level N assimilation (Jauregui *et al.*, 2016).

In cereal crops, grain protein content is reduced in response to elevated carbon dioxide (Medek *et al.*, 2017). Despite these organ‐specific changes in protein level, to the best of our knowledge, translational regulation in response to eCO_2_ has not been analyzed previously. The association of specific transcripts with ribosomes is dynamic, and changes spatiotemporally (Mustroph *et al.*, 2009; Lin *et al.*, 2014; Tian *et al.*, 2019) as well as in response to many abiotic stresses including light (Juntawong and Bailey‐Serres, 2012; Liu *et al.*, 2013), heat (Yángüez *et al.*, 2013; Lukoszek *et al.*, 2016), salt (Li *et al.*, 2018), hypoxia (Mustroph *et al.*, 2009), dehydration (Kawaguchi *et al.*, 2004), and phosphate deficiency (Bazin *et al.*, 2017). In these cases, transcripts associated with primary metabolism and translation often show reduced ribosomal association, while genes associated with the stress response show increased ribosomal association. These changes are thought to be adaptive and present an additional regulatory mechanism by which a plant responds to stress.

Given the importance of identifying genetic variation to breed plants with an improved response to eCO_2_, we characterized the eCO_2_ response of the domesticated tomato species, *Solanum lycopersicum*, and its wild relative, *S. pennellii*. *S. pennellii* is a desert‐adapted species, that displays salt and drought stress tolerance (Dehan and Tal, 1978; Koca *et al.*, 2006; Easlon and Richards, 2009). Furthermore, these two species have striking differences in root anatomy, morphology, and gene expression; these are likely to contribute to their differences in response to stress (Ron *et al.*, 2013; Toal *et al.*, 2018) and provide a compelling opportunity to assess how closely related species with significant differences in root morphology and anatomy respond differentially to eCO_2_. We used *S. lycopersicum* and *S. pennellii* to address the following question: Which physiological, cell anatomical and molecular mechanisms are different between a crop species and a wild drought‐tolerant relative in response to eCO_2_? While extensive genetic variation in a range of stress responses has been observed between these two species (Gong *et al.*, 2010; Frary *et al.*, 2010; Frary *et al.*, 2011), they respond in a similar physiological manner in response to eCO_2_. Specific differences in how these species respond include changes in xylem vessel anatomy, a small number of metabolites, and transcriptional regulation, particularly in genes associated with translation. We determined that these transcriptional differences lead to changes in translation, and present a newly described mode of regulation in response to eCO_2_, that is, differential polysome occupancy of transcripts. Furthermore, this translational regulation serves to dampen transcriptional regulation. These results have implications for improving our basic understanding of species‐specific responses to eCO_2_ and the genetic variation available for breeding climate change‐resilient crops.

## Results and Discussion

### Elevated CO_2_ increases photosynthesis and biomass in both *S. lycopersicum *and *S. pennellii*

We measured changes in root and shoot biomass, the photosynthetic rate of leaves, and stomatal conductance under ambient and eCO_2_ in *S. lycopersicum* cv M82 (written as *S. lycopersicum* throughout) and *S. pennellii* at 7, 10, and 13 days after planting (DAP) (Figure 1a). It should be noted that differences in plant morphology between these species do not represent a developmental delay (Ron *et al.*, 2013; Koenig *et al.*, 2013). Samples were collected at equivalent times of the day, although this does not preclude small differences in developmental timing between samples. We observed a significant net increase of dry biomass in shoots (*F*_1,92_ = 45.8, *P* < 0.05) and roots (*F*_1,92_ = 4.5, *P* < 0.05) in both species in response to eCO_2_ (Figure 1; Table S1). The photosynthetic carbon assimilation rate increased significantly in response to eCO_2_ (*F*_1,92_ = 24.5, *P* < 0.05), consistent with other studies (Markelz *et al.*, 2014b; Gray and Brady, 2016) (Figure 1c and Table S1). Stomatal conductance had a significant net decrease (*F*_1,92_ = 23.9, *P* < 0.05) (Figure 1d and Table S1), also as previously reported in other species (Hussain *et al.*, 2013; Gray and Brady, 2016). There was no difference in how these two species responded to eCO_2_ for dry biomass of shoots and roots, photosynthetic carbon assimilation rate and stomatal conductance, as determined by the lack of a significant interaction effect (*P* > 0.05) between species and CO_2_. Thus, these two species respond in a similar physiological manner to other C3 plant species: an increase in plant biomass in response to eCO_2_ due to an increase in photosynthesis and decrease in stomatal conductance (Crookshanks *et al.*, 1998; Markelz *et al.*, 2014a), but there is no variation in their response.

**Figure 1:**
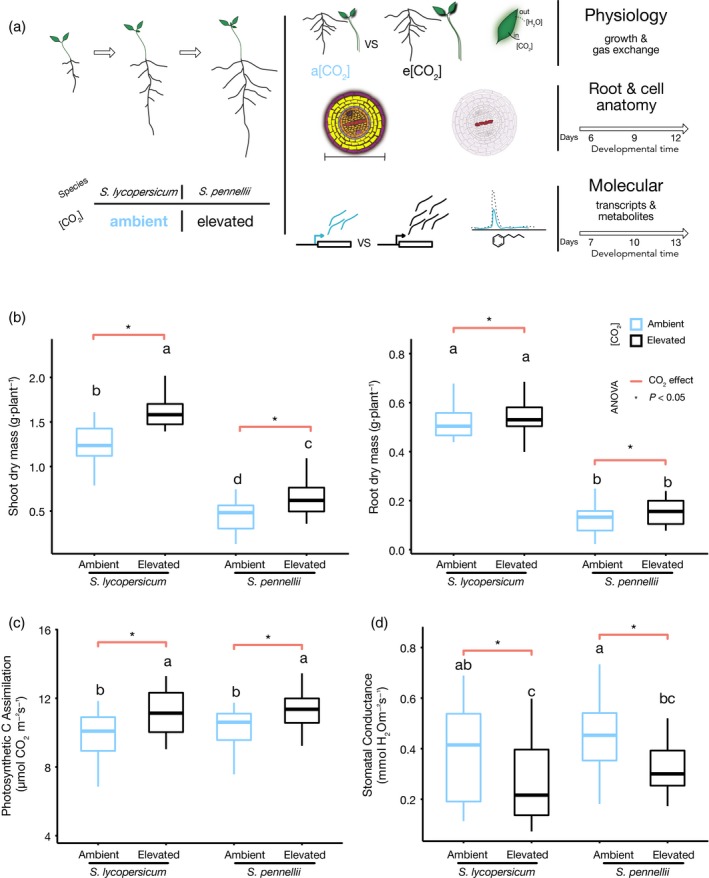
Experimental design and *Solanum lycopersicum/S. pennellii* physiological and growth responses to eCO_2_. (a) Experimental design to characterize the interspecific response to elevated CO_2_ of *S. lycopersicum* and *S. pennellii.* Root system architecture, cell anatomy, and physiological measurements were recorded. Cell anatomy measurements were sampled at 6, 9 and 12 days after planting (DAP). Molecular data included metabolites and transcriptional profiles sampled at 7, 10 and 13 DAP (right side). (b–d) Blue = ambient CO_2_; black = elevated CO_2_. (b) Elevated CO_2_ has a significant (*P* < 0.05) effect in shoots (left panel) and roots (right panel) for dry mass in both species (two‐way anova). (c) Photosynthetic rate is increased in response to elevated CO_2_ (two‐way anova). (d) Stomatal conductance decreased significantly due to elevated CO_2_ (two‐way anova). The letters above the boxplots are the results of a Tukey honest significant difference (HSD) test. Orange lines above boxplots indicate if there was a significant effect of CO_2_ (anova, *P* < 0.05; Table S1).

### Elevated CO_2_ alters root cell anatomy in *Solanum* species

Although these species respond in a similar physiological manner, it is possible that they do so through the execution of different regulatory pathways. This hypothesis is further supported by the existing differences in development between *S. lycopersicum* and *S. pennellii*. Root biomass changes in a very minimal manner in response to eCO_2_. Thus, we chose to only characterize root anatomical changes. We compared the area and diameter of the root radial axis and metaxylem in response to eCO_2_ treatment (700 ppm versus 400 ppm for ambient conditions) for 7, 10, and 13 DAP (Figure 2a). There was no difference in these traits for either species (Figure 2b,c and Table S2) in the root radial axis. In contrast, we found a difference in two aspects of metaxylem development in response to eCO_2_; a net increase in the developing metaxylem area (*F*_1,35_ = 11.35, *P* < 0.05) and diameter (*F*_1,35_ = 8.3, *P* < 0.05) (Figure 2d,e and Table S2). The way in which metaxylem area changes differed between species. Metaxylem area was much larger and had more variation in *S. lycopersicum* at 10 DAP relative to *S. pennellii* (Figures 2e and S1; there was a significant interaction effect between species and developmental stage in response to eCO_2_; *F*_2,35_ = 3.6, *P* < 0.05). Furthermore, this change in metaxylem area was not due to the change in root diameter or area (Figure S1 and Table S2). This contrasts with our photosynthesis and biomass measurements for which both *Solanum* species responded in a similar manner. The metaxylem differences between species provide support that a different mode of regulation in the eCO_2_ response might exist between both species.

**Figure 2:**
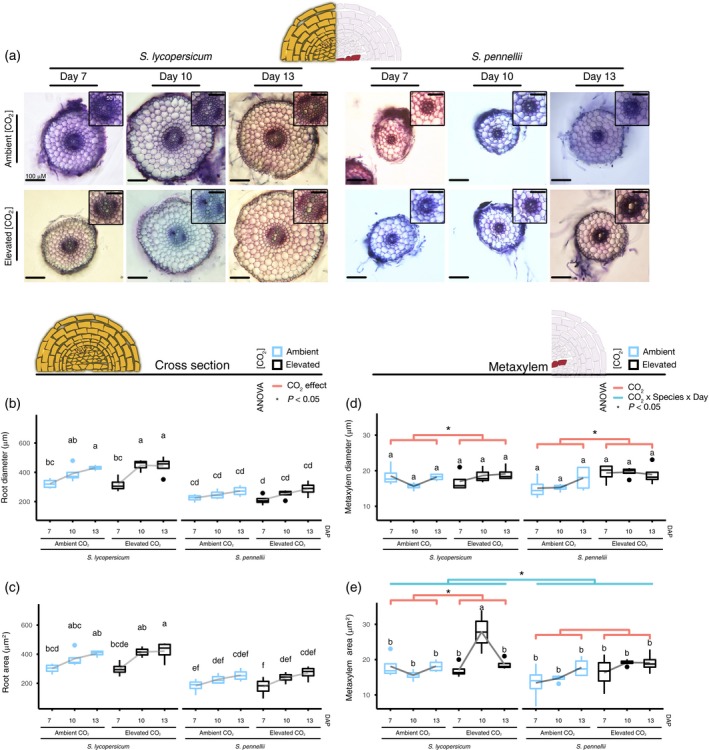
Metaxylem development changes in different ways between species in response to eCO_2_. (a) Cross‐sections taken at 1 cm from the root tip of *Solanum lycopersicum* (left half) or *S. pennellii* (right half) at 7, 10, or 13 days after planting (DAP), under ambient (upper row) or elevated (bottom row) CO_2_. Inset = vascular area. Scale bars (main figure) = 100 μm (0.1 mm); scale bars (inset) = 50 μm (0.05 mm). A 3‐way anova revealed no significant effect of [CO_2_] on root diameter (b) or area (c). Conversely, metaxylem diameter (d) and area (e) were affected by [CO_2_]. Letters above the boxplots are the results of a Tukey HSD test. Lines above boxplots indicate if there was a significant effect of CO_2_ (orange) or an interaction (CO_2_ × Species × Day in blue) effect (anova, *P* < 0.05; Table S2).

To further understand the effect of eCO_2_ in the xylem of mature plants, we measured xylem vessel area and vessel number in 12‐week‐old plants; however, these traits were no longer eCO_2_ responsive (Figure S2 and Table S2). Taken together, these results point to a targeted effect of eCO_2_ in the root that is specific to the early developing metaxylem. The eCO_2_‐dependent increase of the metaxylem area could increase hydraulic conductivity and enable the increase in shoot biomass.

### Elevated CO_2_ perturbs the accumulation of a subset of metabolites

Elevated CO_2_ is known to target primary metabolism. To address potential changes between species in metabolite accumulation in response to eCO_2_ in both species, we profiled primary metabolites in the shoots and roots of *S. lycopersicum* and *S. pennellii* at three time points 6, 9, and 12 DAP; staggered from the anatomical measurements for ease of sampling (Figure 3a). Our analysis identified 180 metabolites in the roots and 140 metabolites in the shoots whose concentration changed significantly (*q*‐value <0.05; Table S3) in a species, day, or CO_2_‐dependent manner (either as a main effect or interaction). Only three out of the 140 metabolites that changed in the shoots, changed in response to eCO_2_: glutamic acid (CO_2_; logFC = 0.97, *q*Val < 0.05), ornithine (CO_2_; logFC = 1.44, *q*Val < 0.05), and aspartic acid (CO_2_; logFC = 1.56, *q*Val < 0.05) (Figure 3a,b and Table S3). Three of the 180 differentially accumulated root metabolites changed their abundance in response to eCO_2_, two of which changed in distinct ways between the two species, as well as in developmental time (Figure 3b and Table S3): fumaric acid (CO_2_ × Species × Day 12; logFC = −1.11, *q*Val < 0.05) and phenylalanine (CO_2_ × Species; logFC = 0.69, *q*Val < 0.05). Hexuronic acid (CO_2_ × Day 12; logFC = −2.44, *q*Val < 0.05) abundance changed in response to eCO_2_ in a similar way in both species. These results provided further evidence of interspecies variation in response to eCO_2_ at the molecular level. The observed changes in accumulation of glutamic acid and ornithine in response to eCO_2_ are similar to previous observations in Arabidopsis, in which the metabolites changed in response to eCO_2_ but not between ecotypes (Li *et al.*, 2008a). No previous studies have reported changes of individual metabolites whose response to eCO_2_ varied between genotypes or species.

**Figure 3:**
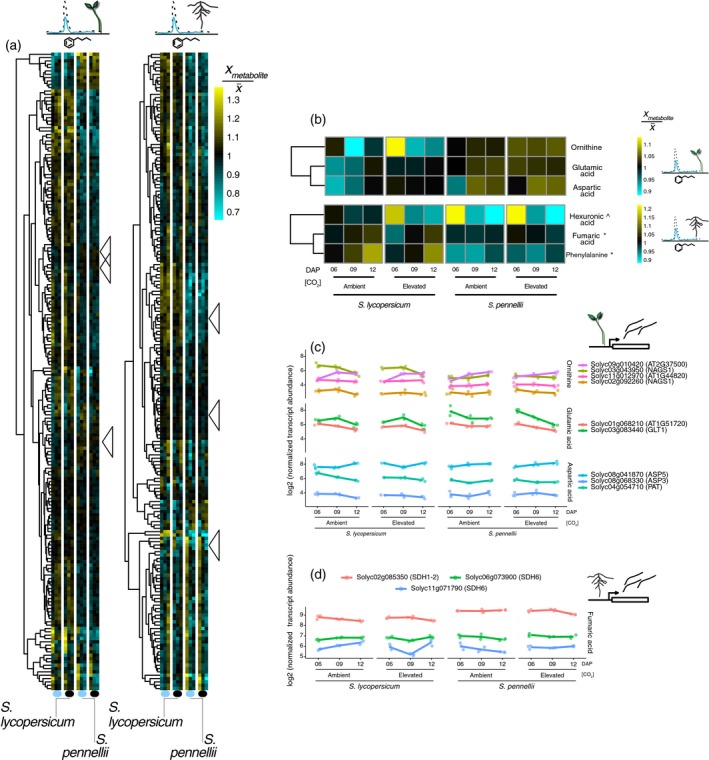
Elevated CO_2_‐responsive metabolites and associated pathways in shoots and roots. (a) Heatmap of the 191 metabolites profiled. Colour scale represents the mean‐normalized ratio of the log_2_ metabolite concentration. Significant metabolites with a CO_2_ (main or interaction) effect (*q*‐value <0.05) are marked with arrowheads: glutamic acid, ornithine and aspartic acid in shoots (b, upper panel); in the roots, a CO_2_‐related effect was significant for phenylalanine, fumaric acid, and hexuronic acid (b, lower panel. Superscript indicates the type of interaction term: ^CO_2_ × Day; *CO_2_ × Species). Mean‐normalized transcript abundance from total RNA‐seq of selected genes in shoots (c) and roots (d) related to the metabolite synthetic pathways of differentially accumulated metabolites.

### Distinct CO_2_‐dependent transcriptional reprogramming of *S. lycopersicum* and *S. pennellii*

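Total RNA was taken from shoots and roots of S. lycopersicum cv M82, a cultivated tomato, and of its wild relative S. pennellii, grown at 400 ppm CO2 (ambient) or 700 ppm (elevated, eCO2) and harvested at 6, 9 and 12 days after planting (DAP). The 480 total RNA libraries make up 96 biological samples of 5 libraries each. A biological sample is the pooled tissue of 1 species, organ, day and CO2 level in 1 of experiments 2 to 5. Libraries of one biological sample differed by little more than the sampling noise, with a median ratio of observed to Poisson variance of 1.01 within the second sequencing pool and 1.02 between pools, against 6.95 between samples of one group. They were therefore summed, and n counts biological samples. Table S5 of the paper lists 35 of the 48 shoot samples and 36 of the 48 root samples, all from experiments 3, 4 and 5. Experiment 2 and the S. lycopersicum shoots of experiment 5 at 6 DAP and eCO2 (264504 counts) are not in it. The paper states that only samples in its tables were considered and gives no reason for leaving out the others. Values are given over the paper's samples first, and over experiments 2 to 5 where stated. Each group of the paper's samples has n = 3, except S. lycopersicum shoots at 6 DAP and eCO2, with n = 2. The paper's shoot samples held 1858763 to 13475069 counts in S. lycopersicum (median 4812879) and 896067 to 10421383 in S. pennellii (median 3693804). Its root samples held 3497292 to 25344581 counts in S. lycopersicum (median 5867180) and 704958 to 11143407 in S. pennellii (median 3078521). The authors aligned the reads of both species to the S. lycopersicum transcriptome with bowtie and deposited raw counts per gene, so a gene that differs in sequence in S. pennellii can be undercounted there. Genes were tested with edgeR's quasi-likelihood test after TMM scaling, in one fit of 12 groups per organ, at a Benjamini-Hochberg adjusted p under 0.01, over 20144 genes in shoots and 20761 in roots. On simulated counts of 19833 shoot genes, this test found 67% of 2-fold and 97% of 4-fold CO2 changes in S. pennellii at 12 DAP, but 3% and 64% of such differences in the interaction of CO2, species and day 12. Simulated changes were placed only in genes above a minimum mean level.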

To link the molecular mechanisms underlying our observed physiological, developmental, and metabolic plant responses to eCO_2_, we analyzed the transcriptomic landscape of shoots and roots in both species over three developmental time points (6, 9, and 12 DAP). We explored the transcript accumulation of genes involved in glutamate to ornithine biosynthesis, 2‐oxoglutarate to glutamic acid (l‐glutamate) biosynthesis, aspartic acid biosynthesis, and succinate to fumarate biosynthesis to determine if transcriptional regulation of metabolic enzymes is responsible for the differential accumulation of metabolites. The transcript accumulation patterns of these enzymes revealed no discernible pattern of transcript accumulation in relation to metabolite concentration for either species in response to eCO_2_ (Figure 3c,d). Therefore, differential accumulation of these metabolites is likely to not be transcriptionally regulated.

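In S. lycopersicum shoots at 6 DAP, 1 of the 9 shoot genes of Fig. 3c was higher under eCO2 and 1 was lower. ASP5 (Solyc08g041870), an aspartate aminotransferase, rose from 178 ± 42.9 CPM (SD, n = 3) to 298 ± 10.8 CPM (n = 2), a log2 fold change of 0.75 (standard error 0.16, adjusted p = 0.00114 from edgeR). PAT (Solyc04g054710), another gene of aspartic acid metabolism, fell from 101 ± 8.57 to 71.2 ± 1.17 CPM (log2 fold change -0.51, adjusted p = 0.00216 from edgeR). In S. pennellii shoots at 12 DAP ASP5 rose from 261 ± 6.31 to 363 ± 46.1 CPM (n = 3 each), by 0.47 on the log2 scale (adjusted p = 0.00937 from edgeR). There both genes of the glutamic acid step were lower. GLT1 (Solyc03g083440), a glutamate synthase, fell from 113 ± 8.59 to 62.6 ± 8.46 CPM (log2 fold change -0.86, adjusted p = 0.00809 from edgeR), and the gene labelled AT1G51720 (Solyc01g068210) from 54.3 ± 3.86 to 35.2 ± 3.14 CPM (log2 fold change -0.62, adjusted p = 0.000200 from edgeR). None of the 9 genes passed edgeR's test in either species at 9 DAP, in S. lycopersicum at 12 DAP or in S. pennellii at 6 DAP, and each of these counts was the same when adjusted over the list alone. Of the 3 succinate dehydrogenase genes of Fig. 3d, 1 changed in roots. One of the 2 genes labelled SDH6 (Solyc11g071790) fell in S. lycopersicum at 9 DAP (log2 fold change -0.85, adjusted p = 0.00102 from edgeR) and rose in S. pennellii at 12 DAP from 43.1 ± 1.14 to 64.1 ± 1.40 CPM (log2 fold change 0.57, adjusted p = 0.00667 from edgeR). Of 12 alternatives of processing or of samples, ASP5 passed the test in 6 at 6 DAP and 5 at 12 DAP, PAT in 6, GLT1 in 5, AT1G51720 in 8 and this SDH6 gene in 6 at 9 DAP and 5 at 12 DAP, with the direction kept in all. The calls of ASP5, PAT, GLT1 and AT1G51720 were all lost with experiment 2 included. GLT1 and, at 12 DAP, ASP5 also lost the call without experiment 3, 4 or 5. At 6 DAP ASP5 passed with each other tool, scaling and filter, so its call hangs on the samples.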

Our results suggested that, although *S. lycopersicum and S. pennellii* have similar physiological responses to eCO_2_ (increase of photosynthesis and biomass with a decrease in stomatal conductance), the root anatomic and metabolomic data provided evidence that distinct biological programmes can be employed to give rise to these similarities. We therefore hypothesized that the underlying transcriptional regulatory network coordinating the eCO_2_ response may be different between the *Solanum* species. This hypothesis was supported by analyzing whole transcriptome expression patterns. 

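In S. pennellii shoots at 12 DAP 3291 genes were higher and 2832 lower under eCO2, and in S. lycopersicum shoots at 6 DAP 1545 were higher and 643 lower (edgeR). In S. pennellii roots at 12 DAP 1059 genes were higher and 624 lower, and in S. lycopersicum roots at 9 DAP 26 were higher and 91 lower. Solyc08g007460.2.1, among the genes with the largest increase in S. pennellii shoots at 12 DAP, went from 7.50 ± 3.72 to 106 ± 73.3 CPM (SD, n = 3 each; log2 fold change 3.92, standard error 0.50, adjusted p = 1.41e-06 from edgeR). Solyc04g072235.1.1 went down from 26.7 ± 2.59 to 6.00 ± 0.909 CPM (log2 fold change -2.11, standard error 0.29, adjusted p = 4.41e-07 from edgeR). The files do not pair these identifiers with gene names. In S. lycopersicum shoots at 12 DAP edgeR called 0 genes, with 761 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 and 0, while edgeR without a filter on low counts called 62. In S. lycopersicum roots at 12 DAP edgeR called 0, with 422 at an unadjusted p under 0.05, DESeq2 1 and limma-voom 0. In S. pennellii shoots at 6 DAP 5 genes were lower and none higher, a count that was 109 without a filter on low counts, 5 by DESeq2, 0 by limma-voom (1420 at an unadjusted p under 0.05), 0 by edgeR over experiments 2 to 5 (505), and 0, 0 and 9 without experiment 3, 4 and 5 (1224, 828 and 2354). With experiments 2 to 5 together, edgeR called 0 genes in S. pennellii shoots at 12 DAP (4633 at an unadjusted p under 0.05), 150 in S. lycopersicum shoots at 6 DAP, 88 in S. pennellii roots at 12 DAP and 0 in S. lycopersicum roots at 9 DAP (981 at an unadjusted p under 0.05), and neither named gene passed there (adjusted p up to 0.0482 and 0.0545). With those samples under 1000000 counts left out, among them the eCO2 samples of S. pennellii shoots of experiment 2 at 12 DAP and of S. lycopersicum shoots of experiment 5 at 6 DAP, edgeR called 698 genes in S. pennellii shoots at 12 DAP, and 0 in S. lycopersicum shoots at 6 DAP (3059 at an unadjusted p under 0.05), with no other tool run on these. Without experiment 3, 4 or 5 of the paper's samples the counts were 3430, 3794 and 3855 in S. pennellii shoots at 12 DAP, 472, 688 and 971 in S. lycopersicum shoots at 6 DAP (where 1 sample under eCO2 is left without experiment 3 or 4 and other groups then give the spread), 435, 619 and 488 in S. pennellii roots at 12 DAP and 1, 8 and 9 in S. lycopersicum roots at 9 DAP, where DESeq2 called 306 and limma-voom 179.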

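In shoots 3485 genes had a CO2 change that developed differently from 6 to 12 DAP in the species (interaction of CO2, species and day 12), 2193 of them toward a higher and 1292 toward a lower CO2 change in S. pennellii relative to S. lycopersicum (edgeR). The term contains the CO2 change of S. lycopersicum at 6 DAP with a positive sign, from 2 samples under eCO2. Of the 1545 genes higher there, 1205 were also higher in S. pennellii at 12 DAP. The 3485 are therefore no count of genes that differ between the species at 12 DAP. At 12 DAP alone the CO2 change differed between the species for 2411 genes and was higher in S. pennellii for 1738 of them. At 9 DAP edgeR called 0 genes, with 655 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0 and 0. In roots the interaction of CO2, species and day 12 held for 9 genes, 7 higher and 2 lower, and the difference at 12 DAP alone for 230, with 184 higher in S. pennellii. Limma-voom with ashr q-values, the tools that the paper names, called 9252 genes in shoots and 349 in roots for the interaction with day 12. In roots DESeq2 called 131, the fit with the experiment number as a replicate block 18, and RLE scaling 15 higher and 2 lower. Without experiment 3, 4 or 5 the interaction held for 1458, 1574 and 1795 genes in shoots and 0, 2 and 1 in roots, and over experiments 2 to 5 edgeR called 0 in shoots (2206 at an unadjusted p under 0.05) and 0 in roots (2255). For the difference at 12 DAP alone the counts without experiment 3, 4 or 5 were 986, 1008 and 861 in shoots and 2, 53 and 7 in roots, and over experiments 2 to 5 edgeR, the only tool run on these, called 0 (951 at an unadjusted p under 0.05) and 2. In roots DESeq2 and limma-voom called 660 and 398 for that difference, so these counts depend on the samples and on the tool.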

The two species primarily diverged in their eCO_2_‐responsive transcript accumulation at 12 DAP (Figure S3a,b). Clustering of these divergently expressed genes between species combined with Gene Ontology (GO) enrichment analysis revealed the putative functions of these genes (Figure 4a,b). In the root, four clusters (patterns 1, 2, 3, and 7) were associated with ribosome biogenesis and translation; other clusters were associated with the plasma or vacuolar membrane, GTP‐associated signaling, and the cell wall (Figure S4b–d and Table S4). 

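Most genes of the 4 root patterns associated with ribosome biogenesis and translation were higher under eCO2 in S. pennellii at 12 DAP. These were 47 of 54 genes in Pattern 1, 33 of 36 genes in Pattern 2, 30 of 38 genes in Pattern 3 and 35 of 41 genes in Pattern 7, and none was lower (edgeR; 53, 35, 38 and 41 higher when adjusted over the list alone). In S. lycopersicum roots at 12 DAP none of these genes passed the test, nor did any when adjusted over the list alone. The mean of the genes of Pattern 1 in S. pennellii was 7.56 ± 0.03 log2 CPM at ambient CO2 and 8.36 ± 0.12 under eCO2 (SD, n = 3 each). Elevated minus ambient, the means of Patterns 1, 2, 3 and 7 differed by 0.81, 0.82, 0.77 and 0.84 in S. pennellii, where each sample at eCO2 lay above each ambient sample (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow), and by -0.03, -0.03, -0.01 and -0.04 in S. lycopersicum. The difference between the species in the CO2 change was 0.84, 0.85, 0.78 and 0.88 (exact permutation of CO2 labels within species, two-sided, 400 splits, p = 0.045, 0.045, 0.05 and 0.045; Benjamini-Hochberg adjusted over the 10 root patterns, 0.05 for each). Gene by gene, the interaction of CO2, species and day 12 was positive for 3, 1, 3 and 2 genes of these patterns (46, 36, 33 and 35 adjusted over the list alone). A gene can belong to more than one pattern, so these numbers overlap, and over the 154 genes of the whole root table the interaction was called for 5. The paper formed the patterns on the same samples, so these counts are not independent evidence of their direction. In experiment 2, which the paper did not use, Pattern 1 had a mean of 7.89 log2 CPM in S. pennellii roots at ambient CO2 and 8.07 under eCO2 at 12 DAP. Over experiments 2 to 5 the differences of the 4 patterns in S. pennellii were 0.64, 0.65, 0.60 and 0.65 (exact permutation test, n = 4 against 4, p = 0.0286 for each, the smallest possible), but edgeR called only 2, 2, 2 and 1 of their genes there, and 23 to 35, 15 to 23, 12 to 19 and 14 to 25 with experiment 3, 4 or 5 of the paper's samples left out. At 6 DAP the means of these patterns in S. lycopersicum roots differed by 0.32, 0.33, 0.29 and 0.35 in the paper's samples and by 0.30, 0.30, 0.28 and 0.32 over experiments 2 to 5 (same test, p = 0.0286 for each; 0.0408 adjusted over the root patterns). The term for which the paper chose these genes contains that change with a positive sign, so it is no independent evidence either. Gene by gene edgeR called none of their genes there, and 7, 0, 5 and 5 when adjusted over the list alone. Over all genes it called 2, with 1694 at an unadjusted p under 0.05, DESeq2 16 and limma-voom 4.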

As anticipated (Watanabe *et al.*, 2014; Markelz *et al.*, 2014a; Jauregui *et al.*, 2015), shoot genes associated with glycolysis and the TCA cycle were enriched, in addition to photosynthesis (Figure 4b). 

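Of the shoot patterns for which Table S4 lists photosynthesis or the TCA cycle, Pattern 2 was higher and Patterns 1 and 7 lower under eCO2 in S. pennellii at 12 DAP. There 155 of the 159 genes of Pattern 2 were higher, and 241 of the 260 of Pattern 1 and 112 of the 176 of Pattern 7 were lower, with none in the other direction (edgeR; 157, 248 and 123 adjusted over the list alone). The mean of Pattern 2 was 6.33 ± 0.05 log2 CPM at ambient CO2 and 7.62 ± 0.13 under eCO2, that of Pattern 1 6.44 ± 0.01 and 5.60 ± 0.10, and that of Pattern 7 6.07 ± 0.04 and 5.44 ± 0.03 (SD, n = 3 each). In S. lycopersicum at 6 DAP 118 genes of Pattern 2 were higher, and 98 of Pattern 1 and 62 of Pattern 7 lower (144, 146 and 91 adjusted over the list alone). In S. lycopersicum at 12 DAP and S. pennellii at 6 DAP none of the genes of these 3 patterns passed the test. The CO2 change at 12 DAP differed between the species by 1.36 for Pattern 2, -0.71 for Pattern 1 and -0.53 for Pattern 7 (exact permutation of CO2 labels within species, two-sided, 400 splits, p = 0.035, 0.095 and 0.095; Benjamini-Hochberg adjusted over the 11 shoot patterns, 0.0786, 0.1 and 0.1). The patterns were formed by the paper on these samples, and which of their members belong to photosynthesis or the TCA cycle was not counted, because the files do not name the genes. The 1813 genes of the shoot table can each sit in more than one pattern, so tallies by pattern overlap. In experiment 2, outside the paper's tables, all 3 patterns ran the other way in S. pennellii at 12 DAP, with means for Pattern 2 of 7.41 at ambient CO2 and 6.30 under eCO2, for Pattern 1 of 5.80 and 6.41, and for Pattern 7 of 5.52 and 5.92. In S. lycopersicum at 12 DAP Pattern 2 was higher under eCO2 in experiment 2, unlike in the paper's samples. Over experiments 2 to 5 the differences of Patterns 2, 1 and 7 there were 0.69, -0.47 and -0.37 (exact permutation test, n = 4 against 4, p = 0.143, 0.0571 and 0.0571), and edgeR, the only tool run on these samples, called none of their genes (4633 of all genes at an unadjusted p under 0.05). At 6 DAP in S. lycopersicum the differences of the 3 patterns were 0.99, -0.51 and -0.52 in the paper's samples, -0.46, 0.13 and -0.03 in experiment 2 and 0.35, -0.50 and -0.60 (exact permutation test, n = 4 against 4, p = 0.4, 0.114 and 0.0286) over experiments 2 to 5, which there also add the shallow eCO2 sample of experiment 5. With those samples edgeR called 2 genes of Pattern 2 higher and 0 of Pattern 1 and 1 of Pattern 7 lower at 6 DAP, and with experiment 3, 4 or 5 of the paper's samples left out 61 to 85, 6 to 40 and 1 to 27 there and 139 to 151, 182 to 201 and 61 to 81 in S. pennellii at 12 DAP.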

Surprisingly, genes associated with translation or ribosome biogenesis (Figure 4b) were significantly differentially expressed in five co‐expressed gene groups (patterns 3, 5, 9, 10, and 11; Figure 4a). These processes differed slightly between the root and shoot; processes associated with ribosome protein subunit biogenesis were enriched in the root (Figure S4d), while processes associated with translational initiation and elongation were enriched in the shoot (Figure 4b). 

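In S. pennellii shoots at 12 DAP most genes of Patterns 3, 5 and 10 were higher under eCO2. These were 311 of 362 genes in Pattern 3, 398 of 431 genes in Pattern 5 and 398 of 415 genes in Pattern 10, with none lower (edgeR; 328, 408 and 407 adjusted over the list alone). In Pattern 9, 47 of 95 genes were higher and 4 lower (51 and 4 adjusted over the list alone), and in Pattern 11, 15 of 30 were lower (20 adjusted over the list alone). In S. lycopersicum at 6 DAP 261, 332, 25 and 345 genes of Patterns 3, 5, 9 and 10 were higher (315, 390, 39 and 387 adjusted over the list alone), and at 12 DAP none of the genes of the 5 patterns passed the test. The mean of Pattern 10 in S. pennellii at 12 DAP was 6.50 ± 0.04 log2 CPM at ambient CO2 and 7.76 ± 0.11 under eCO2 (SD, n = 3 each). Elevated minus ambient, the means of Patterns 3, 5, 9, 10 and 11 differed by 1.07, 1.18, 0.56, 1.26 and -0.58 (exact permutation test, two-sided p = 0.1 for each, the smallest that 3 against 3 allow). The difference between the species in this CO2 change was 1.11, 1.24, 0.58, 1.32 and -0.60 (exact permutation of CO2 labels within species, two-sided, p = 0.05, 0.045, 0.03, 0.05 and 0.045; Benjamini-Hochberg adjusted over the shoot patterns, 0.0786 for each). The patterns were formed by the paper on these samples, so the counts are not independent evidence of direction, and genes that belong to several patterns are counted in each. In experiment 2, for whose absence from its tables the paper gives no reason, all 5 patterns ran the other way in S. pennellii at 12 DAP (-0.91, -0.98, -0.49, -1.08 and 0.34). In S. lycopersicum at 12 DAP Patterns 3, 5 and 10 were higher under eCO2 in experiment 2, unlike in the paper's samples. Over experiments 2 to 5 the differences of the 5 patterns in S. pennellii at 12 DAP were 0.58, 0.64, 0.31, 0.68 and -0.34 (exact permutation test, n = 4 against 4, p = 0.0571, 0.0571, 0.2, 0.0571 and 0.0571). For Patterns 3, 5, 9 and 10 in S. lycopersicum at 6 DAP the differences were 1.04, 0.97, 0.63 and 1.10 in the paper's samples, but -0.09, -0.21, -0.20 and -0.20 in experiment 2, and 0.48, 0.39, 0.30 and 0.47 (exact permutation test, n = 4 against 4, p = 0.229, 0.314, 0.2 and 0.257) over experiments 2 to 5, with the shallow eCO2 sample of experiment 5 among them. Over those samples edgeR called 1, 0, 3 and 1 genes of these 4 patterns higher at 6 DAP in S. lycopersicum, and none of the 5 patterns at 12 DAP in S. pennellii (4633 of all genes at an unadjusted p under 0.05, with no other tool run). With experiment 3, 4 or 5 of the paper's samples left out, Patterns 3, 5, 9 and 10 had 48 to 175, 131 to 225, 8 to 11 and 120 to 246 genes higher in the first and 226 to 290, 346 to 370, 30 to 40 and 344 to 384 in the second, where 4 to 7 of Pattern 11 were lower. The paper finds genes of translation or ribosome biogenesis among these groups and goes on to test whether the association of transcripts with ribosomes changes under eCO2.

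**Figure D1:**
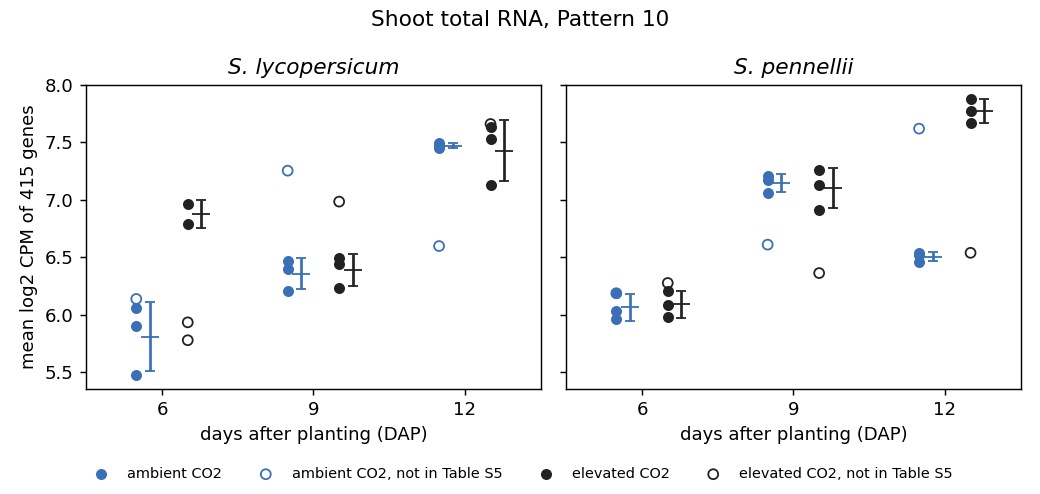
Mean log2 CPM of the 415 genes of shoot Pattern 10 in each biological sample (y axis) at 6, 9 and 12 DAP (x axis) in both species and at both CO2 levels, with filled points for samples in Table S5, open points for the others, and bars for the mean ± SD of the filled points. In S. pennellii at 12 DAP the open points of experiment 2 lie at 7.62 at ambient CO2 and 6.54 under eCO2.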

We further analyzed the promoters of genes assigned to these dominant patterns (3, 5, 9, 10, and 11) in shoots. We found 41 significantly enriched motifs (adjusted *P*‐value <0.01, Bonferroni correction; Table S4) that represent potential transcription factor binding sites common to all patterns (Figure S4e). The TFIIIA binding motif was highly enriched in patterns 3, 5, 10, and 11. TFIIIA is specifically required for the transcription of 5S ribosomal RNA, an important component of the ribosome (Layat *et al.*, 2013). Overexpression of TFIIIA in rice enhanced its tolerance to drought, cold, and salt stresses (Huang *et al.*, 2012).

**Figure 4:**
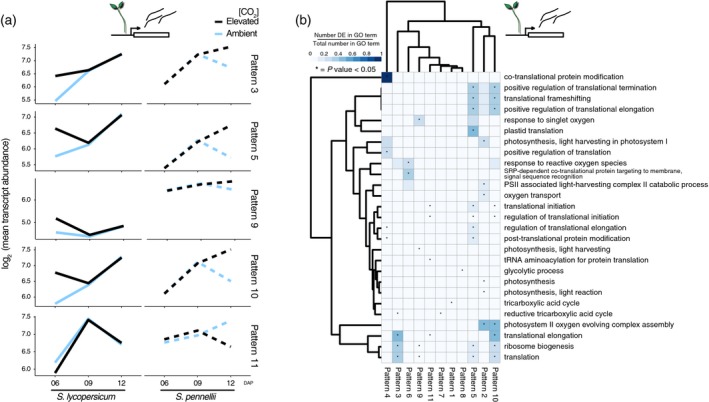
Elevated CO_2_ perturbs regulatory modules associated with translation. (a) Representative line plots of gene expression patterns associated with translation. Lines represent the average log_2_ normalized transcript abundance (total RNA‐seq) of all genes assigned to a dominant pattern; blue = ambient CO_2_; black = elevated CO_2_. (b) Enriched GO categories associated with dominant patterns. Scale = ratio between the number of significant genes in the category and the total number of genes assigned to the same category (*P < 0.05).

Divergent transcriptional changes between species in response to eCO_2_ have not been previously reported, neither have changes in translation. We thus hypothesized that there may be changes in which transcripts are associated with ribosomes in the shoot in response to eCO_2_. These transcriptional changes represent averaged changes across organs and we anticipate an increased complexity of changes within and across individual cell types.

### Preferential transcript loading on ribosomes

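Translating ribosome affinity purification (TRAP) pulls down ribosomes through a tagged ribosomal protein, RPL18, and sequences the mRNA bound to them. The TRAP data hold 32 libraries from shoots of pooled plants, 4 in each of 8 groups of species, day (6 or 12 DAP) and CO2 level. The sources used here do not say whether the libraries of a group came from separate pools of plants, so the p-values measure the spread between libraries. All 32 were used, since the TRAP sheet of Table S5 was not used here, so whether the paper left out any of them, such as shallow ones, is not known here. The libraries held 46660 to 11480178 counts in S. lycopersicum (median 6771453) and 13522 to 7795248 in S. pennellii (median 5327476). Of these, 3 held under 50000 counts, all at 6 DAP and eCO2, namely library 03 of S. lycopersicum (46660) and libraries 15 (13522) and 21 (20157) of S. pennellii. The other 29 held at least 2686202, so the comparisons at 6 DAP are less certain than those at 12 DAP. The authors deposited raw counts per gene, and no label pairs a TRAP library with a total RNA sample. TRAP RNA came from transgenic plants, total RNA from other plants, and their libraries were made by different methods. A difference between them is therefore no measure of ribosome association alone. TRAP counts were tested with edgeR's quasi-likelihood test over 19005 genes. Whether the CO2 change differed between TRAP and total RNA was tested as an interaction in one fit of both kinds of shoot library over 21534 genes. RLE scaling in place of TMM moved the median gene's CO2 change in TRAP RNA by 0.19 (log2) in S. lycopersicum at 6 DAP, by -0.15 at 12 DAP, and by 0.18 in S. pennellii at 12 DAP, so directions are relative to the TMM scale. On simulated counts of 18651 genes, with changes only in genes above a minimum mean level, the test found 34% of 2-fold and 96% of 4-fold CO2 changes in TRAP RNA of S. lycopersicum at 12 DAP. For the difference between TRAP and total RNA, on 21137 genes, it found 2% and 61%.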

To test if changes in transcript–ribosome association occur in response to eCO_2_, we characterized these ribosome‐associated RNA populations in the shoots of both species at 6 and 12 DAP using Translating Ribosome Affinity Purification (TRAP)‐Seq from 35S:RPL18b‐His6‐FLAG‐GFP of *S. lycopersicum* cv M82 and *S. pennellii*. These time points were chosen as transcript accumulation related to translation initiation and elongation was enriched in the shoot and divergent at 12 DAP. 

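In TRAP RNA, eCO2 raised 187 genes and lowered 4 in S. lycopersicum at 6 DAP, raised 78 and lowered 101 there at 12 DAP, and raised 332 and lowered 125 in S. pennellii at 12 DAP (edgeR, TRAP libraries alone). One fit of TRAP and total RNA, with its own filter, scaling and estimate of the spread, gave higher counts for the same libraries, 727 raised and 213 lowered, 264 and 484, and 1003 and 549, in the same order. In S. lycopersicum at 12 DAP Solyc03g111820.3.1 fell from 61.5 ± 17.9 to 1.12 ± 0.563 CPM (SD, n = 4 each; log2 fold change -5.70, standard error 0.50, adjusted p = 1.29e-09 from edgeR), and Solyc03g097610.3.1 rose from 7.67 ± 3.74 to 35.4 ± 11.9 CPM (log2 fold change 2.17, adjusted p = 0.000868 from edgeR). In S. pennellii at 12 DAP Solyc04g071615.1.1 fell from 358 ± 119 to 90.6 ± 21.5 CPM (log2 fold change -1.99, adjusted p = 0.000732 from edgeR), and Solyc06g007220.3.1 rose from 3.21 ± 1.54 to 23.6 ± 14.1 CPM (log2 fold change 2.80, adjusted p = 0.00180 from edgeR). The call of the last gene was lost with limma-voom, with ashr q-values, and without TRAP library 19 or 22 (adjusted p up to 0.0402), while the other 3 passed under all 14 alternatives. Other genes with changes among the largest were less stable. Solyc06g082140.3.1 (higher) and Solyc04g071620.3.1 (lower) in S. pennellii passed under 8 of 14, and Solyc07g008020.3.1 (higher) in S. lycopersicum under 5 of 14. In S. pennellii at 6 DAP edgeR called 0 genes on TRAP libraries alone, with 2609 at an unadjusted p under 0.05, DESeq2 43 and limma-voom 5, while the fit with total RNA called 46 higher and 49 lower. The paper's selection rule applied to edgeR's calls in total and TRAP RNA took 2495 genes, and 1414 with experiments 2 to 5 of total RNA. With RLE scaling 52 genes were higher and 162 lower in TRAP RNA of S. lycopersicum at 12 DAP, and 578 and 95 in S. pennellii. Leaving out any single library moved these counts, to 14 to 57 in S. lycopersicum at 6 DAP (the lowest without library 07, and 132 without the shallow library 03), to 54 to 114 there at 12 DAP (the lowest without library 11) and to 51 to 252 in S. pennellii at 12 DAP (the lowest without library 22), where the count was 1725 without library 16.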

In order to identify transcripts that are differentially loaded onto ribosomes (translational regulation), we selected 2599 upregulated or downregulated genes that showed differences in expression in response to eCO_2_ between both species in the transcriptome data or in the translatome data (Figure S5a,b; Experimental procedures). These 2599 genes could be further divided into 11 co‐regulated groups or ‘dominant patterns’ (Figure 5a). As an example, genes in Pattern 2 are decreased in transcript abundance in the ribosome‐associated fraction at 12 DAP in *S. lycopersicum* in response to eCO_2_, (while they typically increase over development time under ambient CO_2_) and show little to no difference in their abundance in the transcriptome data (Figure 5b). In contrast, these same genes in Pattern 2 are increased in their transcript abundance in response to eCO_2_ in *S. pennellii* in both ambient and in eCO_2_ (Figure 5b). 

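In TRAP RNA of S. lycopersicum at 12 DAP the 140 genes of Pattern 2 had a mean of 4.01 ± 0.03 log2 CPM at ambient CO2 and 3.24 ± 0.11 under eCO2 (SD, n = 4 each). The difference was -0.77, and every library at eCO2 lay below every ambient library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow; 0.0524 Benjamini-Hochberg adjusted over the 11 patterns). Taken singly, the genes had a median log2 fold change of -0.68, and edgeR called 0 of them lower (11 adjusted over the list alone, a list that the paper formed on libraries of this series). In total RNA at 12 DAP their mean was 5.33 ± 0.05 at ambient CO2 and 5.33 ± 0.07 under eCO2 (n = 3 each), with 0 genes higher and 0 lower by edgeR (1 and 0 adjusted over the list alone), and 5.06 and 5.35 in experiment 2, which the paper did not use. The CO2 change in TRAP RNA minus that in total RNA was -0.77 (exact permutation of CO2 labels within each RNA source, two-sided, 1400 splits, p = 0.0157; 0.0864 adjusted over the patterns), on genes that the paper selected and clustered on libraries of this series. At ambient CO2 the mean in TRAP RNA was 2.91 ± 0.14 at 6 DAP. Under eCO2 at 6 DAP it was 3.40 ± 1.60, where library 03, of 46660 counts, had 1.01 and the other libraries 4.12 to 4.26. The CO2 change at 6 DAP was 0.50 with library 03 (exact permutation p = 0.657) and 1.27 without it. With library 03 kept, a median over genes in place of the mean had the opposite sign.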

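In TRAP RNA of S. pennellii at 12 DAP the mean of the genes of Pattern 2 was 2.28 ± 0.15 log2 CPM at ambient CO2 and 3.58 ± 0.72 under eCO2 (SD, n = 4 each), a difference of 1.30 (exact permutation test, two-sided p = 0.0286, the smallest possible; 0.0629 adjusted over the patterns). Their median log2 fold change was 1.41, and 34 were higher by edgeR (75 adjusted over the list alone). Library 16 had 2.50 and the other libraries at eCO2 3.86 to 4.06. In total RNA the mean of these genes was 4.74 ± 0.04 at ambient CO2 and 5.34 ± 0.02 under eCO2 (n = 3 each), with 68 genes higher and 2 lower by edgeR (73 and 3 adjusted over the list alone). The CO2 change in TRAP RNA minus that in total RNA was 0.70, which did not pass the test (exact permutation, two-sided, p = 0.25). Between the species, the CO2 change in TRAP RNA at 12 DAP differed by 2.07 (exact permutation of CO2 labels within species, two-sided, 4900 splits, p = 0.000408; 0.00449 adjusted over the patterns). The paper selected the genes of Pattern 2 for a CO2 change called in some of its groups alone and clustered them on TRAP libraries of this series, which of them is not known here, so these p-values are no independent evidence of the difference. At 6 DAP the TRAP mean of S. pennellii was 3.41 ± 1.27 at ambient CO2 and 1.69 ± 1.92 under eCO2 (exact permutation test, p = 0.229), with 2 shallow libraries in the latter group. In total RNA of experiment 2 the mean at 12 DAP was 5.22 at ambient CO2 and 4.69 under eCO2, and over experiments 2 to 5 the difference was 0.32 (exact permutation test, p = 0.143).

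**Figure D2:**
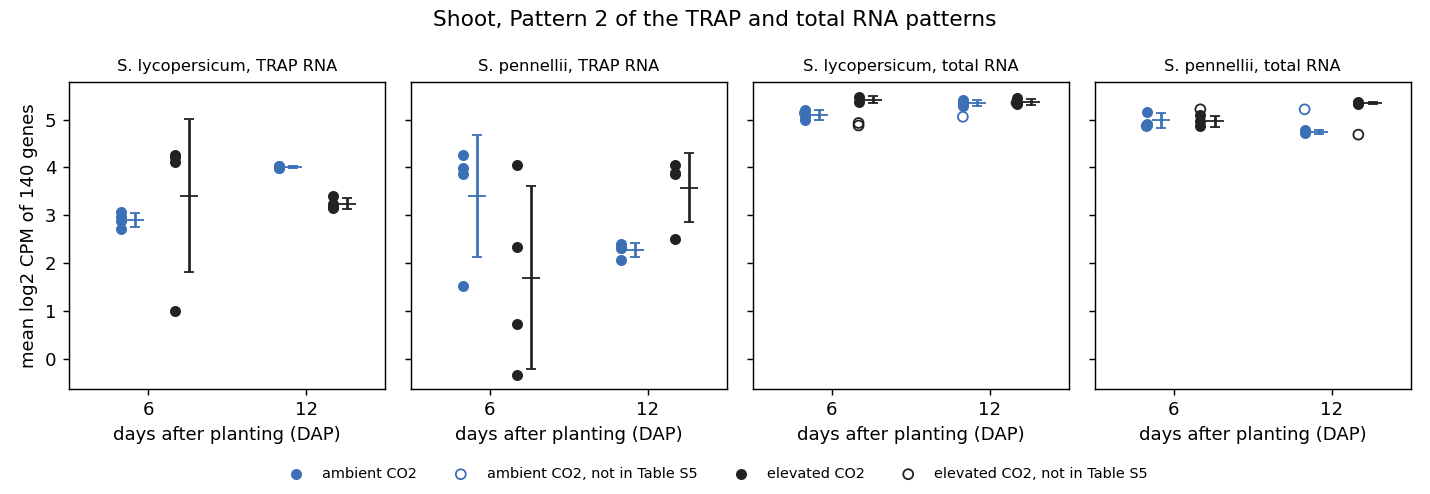
Mean log2 CPM of the 140 genes of Pattern 2 in each TRAP library and each biological sample of total RNA (y axis) at 6 and 12 DAP (x axis) in both species and at both CO2 levels, with open points for total RNA samples outside Table S5, filled points for all others, and bars for the mean ± SD of the filled points. At 12 DAP the TRAP means lie at 4.01 and 3.24 in S. lycopersicum and at 2.28 and 3.58 in S. pennellii, ambient CO2 first.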

To further characterize the biological processes associated with these differences between species in translationally regulated genes, we queried enriched GO categories (Figure 5c). GO terms related to transcriptional regulation and transcription factor activity were uniquely enriched in Pattern 2, a marked contrast with the translational regulatory pathways observed in the transcriptional profiling. Such enrichment for entire categories related to transcriptional regulation have not previously been identified in response to abiotic stresses (Mustroph *et al.*, 2009; Ribeiro *et al.*, 2012; Juntawong and Bailey‐Serres, 2012; Yángüez *et al.*, 2013; Aubry *et al.*, 2014; Lin *et al.*, 2014; Cheng *et al.*, 2015; Vragović *et al.*, 2015; Basbouss‐Serhal *et al.*, 2015; Zoschke *et al.*, 2016; Meteignier *et al.*, 2017; Xu *et al.*, 2017; Li *et al.*, 2018; Chen *et al.*, 2018; Wu *et al.*, 2019; Tian *et al.*, 2019). Other patterns had few and general terms associated with them (patterns 3, 6, 9, 10, and 11; Figure S6; Table S4).

**Figure 5:**
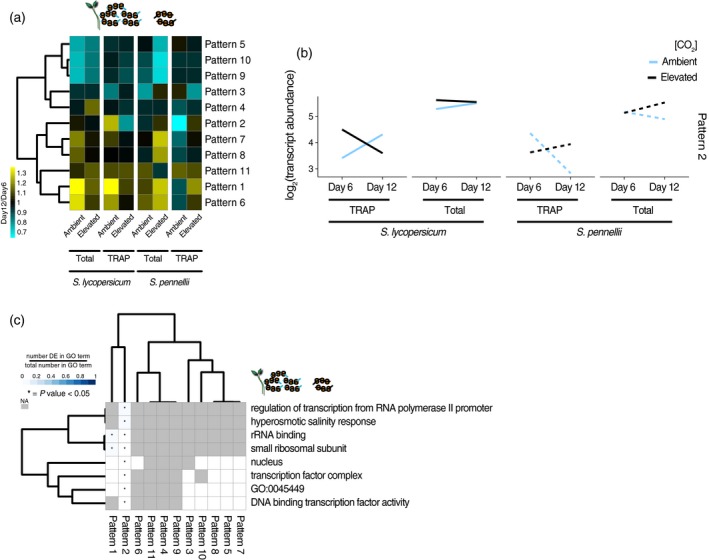
Genes with translational profiles that respond to eCO_2_ in a species‐specific manner are enriched in GO categories related to transcription. (a) Dominant patterns representing uniquely (upregulated or downregulated) differentially expressed genes that differ between total RNA and TRAP RNA. The colour scale represents temporal changes (12 DAP/6 DAP). (b) Genes that change expression between species in the ribosome‐associated RNA population. Lines represent the mean expression (as measured from transcript abundance in total RNA‐seq or ribosome loading in TRAP) of the genes (*n* = 140) assigned to Pattern 2. Blue lines = transcript abundance under ambient CO_2_; black lines = elevated CO_2_. Solid lines = *Solanum lycopersicum*, dashed lines = *S. pennellii*. (c) GO terms enriched in Pattern 2. Scale = ratio between the number of significant genes in the category and the size of the category. Asterisk = significant enrichment (GoSeq; *P* < 0.05). Cells in grey (NA) represent categories without enough genes to be considered in the analysis.

The group of genes associated with Pattern 2 demonstrates feedback to transcriptional regulation in response to eCO_2_, which differs between species (Figure 5b and Table S4). Genes in this co‐regulated group comprise members of the Mediator complex (MED11, 18, and 19B), involved in transcription initiation (Seizl *et al.*, 2011; Buendía‐Monreal and Gillmor, 2016) and transcriptional repression (Dolan and Chapple, 2016), as well as 15 transcription factors. Subunits of the Mediator complex play roles in transcriptional regulation and in the abiotic stress response (Liao *et al.*, 2016). To the best of our knowledge, these have never been shown to be translationally regulated. Among the 15 transcription factors in this group, some have been associated with abscisic acid (ABA) and drought including Nuclear Factor Y (NF‐Y) (Warpeha *et al.*, 2007; Nelson *et al.*, 2007; Li *et al.*, 2008b), DEAR5/RAP2.9 (Agarwal *et al.*, 2006; Fujita *et al.*, 2011), and TCTP/P23 (Kim *et al.*, 2012). Together, these results suggested a translational regulatory mechanism in which ribosomal loading of transcripts associated with transcriptional initiation were selectively increased in *S. pennellii* and decreased in *S. lycopersicum*, thus providing transcriptional feedback. 

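The CO2 change differed between TRAP and total RNA for 59 genes in S. lycopersicum at 12 DAP, of which 10 had a higher and 49 a lower CO2 change in TRAP RNA, and for 725 genes in S. pennellii at 12 DAP, 298 higher and 427 lower (edgeR). As TRAP and total RNA came from different plants, these counts cannot tell a change in ribosome loading from a difference between the plants or growth experiments. In S. lycopersicum at 12 DAP Solyc03g111820.3.1 had a CO2 change in TRAP RNA that differed from that in total RNA by -5.88 on the log2 scale (standard error 0.55, adjusted p = 7.61e-11 from edgeR), and for Solyc04g007825.1.1 the difference was -5.71 (standard error 0.79, adjusted p = 1.22e-05 from edgeR). Both passed under all 21 alternatives. Solyc01g109670.3.1 and Solyc09g014860.3.1, with differences of 2.92 and 2.60 there, passed under only 5 and 11 of them. Of the genes of Pattern 2, 0 were higher and 0 lower by this test in S. lycopersicum (0 and 0 adjusted over the list alone), and 7 higher and 0 lower in S. pennellii (16 higher adjusted over the list alone). In TRAP RNA 2814 genes had an interaction of CO2, species and day 12, 1845 positive and 969 negative, among them 88 genes of Pattern 2, all positive (107 adjusted over the list alone). A positive term is a CO2 change that went up more from 6 to 12 DAP in S. pennellii than in S. lycopersicum. The term also contains the CO2 changes at 6 DAP, where both species have shallow libraries. The list means of Pattern 2 changed there by -1.72 in S. pennellii and 0.50 in S. lycopersicum. In S. pennellii lists of other genes with the same mean level fell alike, by a median of -1.73, so that fall is not particular to Pattern 2. It is also no value of edgeR's fit, where the median change over all genes was -0.04. The paper selected and clustered these genes on libraries of this series. At 6 DAP the difference between TRAP and total RNA held for 158 genes in S. lycopersicum, 94 higher and 64 lower, and for 0 in S. pennellii by edgeR, with 2584 at an unadjusted p under 0.05, 15 by DESeq2 and 0 by limma-voom. RLE scaling gave 586 higher and 380 lower genes in S. pennellii at 12 DAP, 322 and 31 in S. lycopersicum at 6 DAP, and 2441 and 562 for the interaction in TRAP RNA, and with the experiment number as a replicate block 103 genes passed in S. lycopersicum at 6 DAP. In S. pennellii at 12 DAP the count was 99 with experiments 2 to 5. It was 146, 72 and 106 without experiment 3, 4 and 5 respectively and 1472, 427, 435 and 454 without TRAP library 16, 20, 22 and 32 respectively. In S. lycopersicum it was 14, 25 and 24 without experiment 3, 4 and 5 respectively and 39 without TRAP library 11 at 12 DAP. At 6 DAP it was 0, 1 and 14 without experiment 3, 4 and 5 respectively and 96, 85, 89, 94 and 90 without TRAP library 04, 07, 13, 25 and 26 respectively, the 0 with 2275 genes at an unadjusted p under 0.05. For the interaction in TRAP RNA the count was 1723 and 4720 without TRAP library 05 and 06 respectively. From the changes of Pattern 2 and the terms enriched in it, the paper proposes a translational mechanism in which ribosome loading of transcripts for transcription initiation rises in S. pennellii and falls in S. lycopersicum.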

Similar to the transcriptome analyses, we anticipate a greater complexity of changes in translational abundance within and across individual cell types within both the shoot and the root.

Overall, our results highlight the importance of a systematic understanding of the whole plant's response to eCO_2_ as well as the importance of molecular variation as a potential resource for breeding and can provide insight into the different means by which plant species can respond to elevated atmospheric CO_2_. Figure 6 offers an interpretation of how the molecular findings in this study underlie distinct global regulatory mechanisms that can lead to the same physiological response to eCO_2_. Our results point to the translational coordination of specific transcriptional machinery – the Mediator complex and other transcription factors – in a species‐specific manner. Further characterization of the potential adaptive role of development stage‐specific widening of xylem vessel diameter as well as of specific shoot and root metabolites identified here will be a valuable tool to help enable efforts to prepare for the upcoming increase in eCO_2_ and to sustainably prepare for the resulting changes to global agriculture.

**Figure 6:**
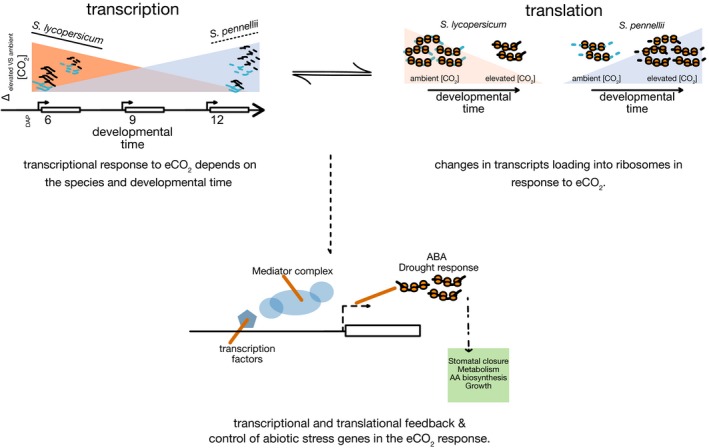
Model of the effects of eCO_2_ on transcription and translation in *Solanum* species. The transcriptional response to elevated CO_2_ has elements of species‐specificity, this depends on developmental stage and influences translation. A subset of genes is translationally regulated (Pattern 2, Figure 5b) in a species‐specific manner in response to elevated CO_2_. These genes include transcriptional regulators (members of the Mediator complex as well as other transcription factors) and genes associated with abscisic acid (ABA) response. We hypothesize that co‐ordinated feedback between transcriptional and translational regulation differs between these species, and yet gives rise to similar changes in metabolism, growth, and stomatal closure.

## Experimental procedures

### Plants and growth conditions

Seeds of *S. lycopersicum* (cv M82) and *S. pennellii* (LA0716) were obtained from the C. Rick Tomato Genetics Resource Centre, sterilized, and sown in Profile Calcined Clay medium (MVP Products, Buffalo Grove, IL; www.turface.com) in 4‐inch pots with a modified removable bottom. Plants were grown in Conviron PGR15 growth chambers (Controlled Environments Ltd, Winnipeg, Manitoba, Canada; http://www.conviron.com). Chambers were set at either ambient (400 ppm) or eCO_2_ (700 ppm), 325 μmol m^−2^ sec^−1^ PPFD, 70% relative humidity, 16 h:8 h light:dark schedule, and 22°C at the Controlled Environment Facility at the University of California, Davis, USA. Carbon dioxide levels were monitored continuously with a monitor that immediately reported any major deviations in CO_2_ levels. No major deviations were recorded over the time period of the experiment. Plants were watered every 2–3 days with 40% Long‐Ashton solution containing 6 mm NH_4_NO_3_. The location of the flats within each chamber and the location of plants within each flat were rotated upon every watering, and CO_2_ treatment assignments were rotated between chambers at every experimental replication to avoid any experimental artefacts caused by differences between chambers.

Shoots and roots were harvested 28–35 DAP for shoot and root biomass. Twenty‐four plants (24 biological replicates) were measured for M82 and *S. pennellii*, respectively, for elevated and ambient carbon dioxide treatments. Shoots and roots were oven dried (at least 70°C), and dry biomass was recorded. Biomass measurements and the associated scripts to analyze these data can be found online at https://github.com/rodriguezmDNA/Gray_RodriguezMedina_CO2Supplemental.

### Measurement of photosynthetic rate and stomatal conductance

*In situ* leaf‐level photosynthetic rate (A) and stomatal conductance (g_sc_) were measured using the LiCOR 6400 system (LI‐COR; https://www.licor.com). Raw LiCOR measurements can be found at https://github.com/rodriguezmDNA/Gray_RodriguezMedina_CO2Supplemental. Measurements were taken consecutively over 3 days for *S. lycopersicum* and *S. pennellii* plants under ambient or eCO_2_ conditions in the youngest fully expanded leaf in 12‐week‐old plants. Measurements were taken from this leaf for three to five biological replicates per CO_2_ condition (ambient or elevated) for each species. The *anova()* function from *R* package *lmerTest* (R Core Team, 2013) (Kuznetsova *et al.*, 2017) was used to test the main effects of CO_2_ and species and their interaction in a linear model, treating the date of measurement as a random effect (Experimental procedures). The experiments were repeated four times. Measurements were taken between 15:00 and 18:00, consecutively over 3 days.

### Measurement of root anatomy and morphology

Whole root systems were collected at 7, 10, and 13 DAP, submerged in deionized water in a shallow, clear dish, and scanned on a flatbed scanner (Epson Perfection V700 Photo Scanner; Epson America, Long Beach, CA, USA; https://epson.com/usa). Images were analyzed using the ImageJ plugin SmartRoot (Lobet *et al.*, 2011) to provide data on total root system length, number of lateral roots, and root diameter. Following scanning, 1 cm samples were collected at 2–3 cm from the root tip, embedded in agarose and preserved in FAA for later cross‐sections. A linear model in *R* (R Core Team, 2013) was used to test for significant main effects of CO_2_, species, and developmental time, and their two‐way and three‐way interactions.

### Cellular anatomy measurements of roots

Root tissue samples that had been preserved in FAA were rehydrated using a stepwise series of ethanol concentrations and sectioned into 200‐µm thick sections using a Vibratome Series 1000 sectioning system. Sections were stained with toluidine blue, de‐stained in water, and mounted in 50% glycerol. Sections were imaged using an Olympus Vanox microscope (www.olympus-lifescience.com), and analyzed using ImageJ for cross‐sectional diameter, and diameter of the largest metaxylem vessel. Cross‐sections were prepared, imaged, and analyzed from root tissue collected from *S. lycopersicum* and *S. pennellii* plants at four time points: 7, 10, 13 DAP, and at 12 weeks old. Raw data for root anatomical measurements can be found at https://github.com/rodriguezmDNA/Gray_RodriguezMedina_CO2Supplemental. Four biological replicates were analyzed for each time‐point (7, 10, and 13 DAP) in either ambient or elevated carbon dioxide in each species. When measuring xylem vessel diameter in mature roots, 11–12 biological replicates (representing sections from different plants) were analyzed from lateral roots and primary roots, for each carbon dioxide concentration and for each species. Only xylem vessels larger than 20 µm in diameter were considered, following the method in Rincon *et al.* (2003). A linear model in R was used to test for significant main effects of CO_2_, species, and developmental time, and their two‐way and three‐way interactions. Outliers were either substituted by their group average between replicates (for young xylem measurements) or removed (for mature metaxylem measurements).

### Tissue collection for RNA‐seq and metabolite profiling

Whole root and whole shoot samples were collected for transcriptomic and metabolomic profiling at 6, 9, and 12 DAP. To collect each sample, the entire pot was lowered into deionized water and then the pot was slowly lifted up and away from the removable bottom of the pot, allowing the medium to gently float away from the root system. The plant was then moved to a secondary container of deionized water to ensure that the roots were free of medium. Then, the roots and shoots were severed using a clean razor blade, and the tissue was flash‐frozen in liquid nitrogen. From submergence of the root system to placement of samples in liquid nitrogen, a maximum of *c.* 75 sec elapsed.

For transcriptome profiling, root tissue from three individual plants was pooled together to yield one root sample per treatment‐species combination day^–1^ on each of the three sampling days, and shoot tissue from the same three plants was pooled together to yield one shoot sample per treatment‐species combination day^–1^ on each of the three sampling days. The same sampling scheme and chambers were used for metabolite and physiological profiling. The experiments were repeated four times for all traits measured.

### RNA‐seq library preparation

RNA‐seq libraries were prepared using the method described by Kumar *et al.* (2012). Briefly, for each library, the pooled root or shoot samples were homogenized in lysis and binding buffer containing B‐mercaptoethanol. Tissue was disrupted using a mortar and pestle and a Mini‐beadbeater‐96 high‐throughput cell disruptor (BioSpec Products, Bartlesville, OK, USA; www.biospec.com). Oligo(dT)_25_‐coated Dynabeads (Ambion, Foster City, CA, USA; www.thermofisher.com) were then added to the lysate, and mixed for 10 min to allow oligo(dT) beads to hybridize to poly‐adenylated mRNA. cDNA was then synthesized and digested to *c. *300 bp fragments using NEBNext DNA fragmentase enzyme mix (NEB, Beverly, MA, USA; www.neb.com). Library fragments greater than 300 bp were purified using AMPure XP solid phase reverse immobilization (SPRI) magnetic beads (Agencourt Bioscience, Beverly, MA, USA). For each library, one of the 96 unique barcoded adapters described in Kumar *et al.* (2012) was ligated to each library, enabling multiplexing. cDNA was quantified using a SYBR green‐based method on a plate reader, libraries were pooled, and fragment size and quality was checked using a BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA; www.agilent.com).

### Translating ribosome affinity purification

To determine the effects of eCO_2_ on the translatome of shoot tissue, transgenic *S. lycopersicum* and *S. pennellii* expressing a FLAG epitope on the ribosomal L18 (RPL18) under the 35S promoter (Ron *et al.*, 2013) were grown in ambient and elevated CO_2_ under the same conditions and chambers as described above. At 6 and 12 DAP, tissue was collected for the TRAP protocol. Because the biomass of plant tissues in young seedlings was small, and because the TRAP populations were segregating, we pooled multiple plants (up to 15) together to ensure that adequate mRNA for library preparation could be collected via the ribosomal pulldown.

The TRAP procedure has been described previously by Zanetti *et al.* (2005). Briefly, tissue from transgenic plants expressing the FLAG epitope was ground in liquid nitrogen using a mortar and pestle, and homogenized in polysome extraction buffer. Samples were clarified by centrifugation and filtration through a Miracloth, and the clarified extract was added to magnetic beads that were coated in anti‐Flag antibody. Beads and extract were incubated at 4°C using a nutator for 2 h, and washed six or seven times with wash buffer. Polysomes bound to magnetic beads were then frozen at −80°C until RNA‐seq library preparation.

RNA‐seq libraries were prepared from TRAP polysomes using the method described by Townsley *et al.* (2015). Lysis and binding buffers containing B‐mercaptoethanol were added to anti‐Flag magnetic beads and bound ribosomes, allowing elution of mRNA. mRNA was then hybridized to biotin–20nt‐dT oligos, allowing pulldown of mRNA out of solution with the use of magnetic streptavidin beads. mRNA was then washed with three successive buffers, eluted off the beads at 80°C, and a secondary wash was performed by adding more biotin–20nt‐dT oligos to the mRNA, repeating the bead pulldown and the buffer washes. mRNA was then heat fragmented, and first and second strand cDNA was synthesized. The optimal fragment size was selected using AMPure beads, and libraries were enriched using PCR.

### Library sequencing and bioinformatics pipeline

Pooled and barcoded libraries were submitted to the Vincent J. Coates Genomic Sequencing Facility at UC Berkeley (http://qb3.berkeley.edu/qb3/gsl/index.cfm) and were sequenced on an Illumina HiSeq 2000 instrument (https://www.illumina.com). A custom Perl script was used to split sequence reads into individual libraries based on barcode sequences (Toal *et al.*, 2018), and FastQC (Andrews, 2010) was used to plot read quality. We used the bowtie 1.2.2 tool (Langmead *et al.*, 2009) to align RNA‐seq reads to the *S. lycopersicum* reference transcriptome (ITAG 3.2, http://www.solgenomics.net). Mapped reads were aggregated into a counts table using a custom R script and used in downstream expression and clustering analysis. Raw total and TRAP sequencing data can be obtained from the Gene Expression Omnibus (GEO) under the accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126430. Normalized CPM data are found in Table S5.

### Differential expression analysis

Counts were normalized using edgeR (Robinson *et al.*, 2009) and limma‐voom (Ritchie *et al.*, 2015) Bioconductor packages in R. A linear model of the main and interaction effects between CO_2_, species, and developmental time was used to test for differentially expressed genes. Data from roots or shoots were analyzed separately. False discovery rates were calculated using the ashR (Stephens, 2016) package in R. Normalized CPM data for total and TRAP RNA‐Seq is available in Table S5. Correlation between all samples is also in Table S5. Only samples present in these tables were considered for the analyses.

### Clustering analysis

Voom‐normalized counts were calculated using the *voom()* function from the limma package. These values were used for clustering analysis, and selecting for the top varying genes. This analysis was carried out using the algorithm described by Orlando *et al.* (2009). Genes assigned to each dominant pattern are listed in Table S4.

### Functional enrichment analysis

Enrichment of GO categories was analyzed using GOseq (Young *et al.*, 2010). For custom gene lists, Fisher's Exact Tests were used to test for enrichment. The glycolysis and TCA cycle‐related genes that are eCO_2_‐responsive were obtained from the list described in Markelz *et al*. (2014a). Multiple hypothesis testing was not performed for GO categories due to the graph structure of GO terms. It has been discussed that enrichment tests for different GO categories can be correlated, and therefore multiple testing corrections in GO analyses cannot be simply addressed by calculating ordinary false discovery rates (Mi *et al.*, 2012) or that the correction can be too conservative and yield few or no significant terms (Alexa and Rahnenfuhrer, 2007).

### Motif enrichment

We used AME (McLeay and Bailey, 2010) to identify enriched transcription factor binding motifs in the 1 kb region upstream from the transcription start site of genes assigned to dominant patterns 3, 5, 9, 10, and 11. The parameters were set as follows: ‐‐verbose 1 ‐‐scoring avg ‐‐method fisher ‐‐hit‐lo‐fraction 0.25 ‐‐evalue‐report‐threshold 10.0 ‐‐control ‐‐shuffle‐‐ ‐‐kmer 2. The Arabidopsis DAP‐Seq (O'Malley *et al.*, 2016) database was used as a reference.

### Untargeted metabolite profiling

Tissues were collected for metabolite profiling at the same time and using the same method as the tissue collection for the RNA‐seq experiment. Root and shoot tissue were separately pooled for three individuals of each species and each CO_2_ treatment at 6, 9, or 12 DAP (four biological replicates each). Samples were lyophilized, ground, and extracted in a chilled mixture of methanol, chloroform, and water (5:2:2). Samples were then vortexed, centrifuged, and the supernatant was dried (Labconco Centrivap cold trap concentrator), and resuspended in degassed acetonitrile and water (1:1) to clean the sample of membrane lipids and triglycerides. Samples were again dried, Fatty Acid Methyl Esters (FAMEs) of eight to 30 carbons in length were added as internal standards, and samples were then derivatized using methoxyamine hydrochloride in pyridine followed by *N*‐methyl‐*N*‐(trimethylsilyl)trifluoroacetamide. Data were acquired using gas chromatography and time‐of‐flight mass spectrometry as described by Fiehn *et al.* (2008). Briefly, a volume of 0.50 μl was injected for each sample on an rtx5Sil‐MS column (Restek Corporation; Bellefonte, PA). The temperature gradient was as follows: 50°C for 1 min, increasing 20°C min^−1^ up to 330°C, and held constant at 330°C for 5 min. Compound identification was accomplished via mass spectrometry (Leco Pegasus IV mass spectrometer; Leco Corporation, St. Joseph, MI). Here, 191 compounds were identified in the samples from this experiment. Sample extraction, derivatization, and data acquisition were all completed at the West Coast Metabolomics Facility (http://metabolomics.ucdavis.edu/). Data for each metabolite were first log_2_ transformed and then a linear model was fit to test for main effects of CO_2_, species and developmental time, and their interactions using the *R* function *lm()*. Multiple testing correction was performed using the ashR package in R. Roots were analyzed separately from shoots. Log_2_ transformed data and results from the linear model and *P*‐value correction are in Table S3. Data can also be found at https://github.com/rodriguezmDNA/Gray_RodriguezMedina_CO2Supplemental.

### Selection of a gene set with unique transcriptional and translational profiles

To select uniquely upregulated or downregulated genes at the transcriptional or translational level, we performed pairwise comparisons to test for the effect of CO_2_ between samples of the total or TRAP, species (*S. lycopersicum* or *S. pennellii*), and day (6 or 12 DAP), with eight contrasts. Differentially expressed genes (*q*‐value < 0.01) were separated on the basis of their direction of change: upregulated (logFC > 1) or downregulated (logFC < 1). For each list of upregulated or downregulated genes, we performed a set analysis between samples of the same RNA source on both days (6 and 12 DAP) and species. To identify genes uniquely regulated in each species, we took the symmetric difference between species regardless of development time response.

## Conflict of interest

The authors declare no affiliations with or involvement in any organization or entity with any financial interest, or non‐financial interest in the subject matter or materials discussed in this manuscript.

## Author contributions

SBG and SMB conceived the original research and experiment design; SBG performed the experiments; SBG and JRM performed analysis of the data.; SBG, JRM, and SMB interpreted the results and wrote the article. KK performed TRAP sequencing experiments. SR and TWT provided technical assistance to SBG; DR provided significant guidance on data analysis. SMB agrees to serve as the author responsible for contact and ensures communication.

## Supporting information

**Figure S1.** Whole root to metaxylem ratios.
**Figure S2.** Elevated CO_2_ has no significant effects on mature metaxylem in either species.
**Figure S3.** Number of significantly differentially expressed genes in each of the linear model terms in shoots or roots.
**Figure S4.** Clustering of genes that change in a (CO_2_ × Species × Day 12) interaction manner reveals genetic modules with dominant patterns.
**Figure S5.** Strategy to identify groups of genes with unique transcriptional or translational patterns.
**Figure S6.** Number of GO terms enriched per dominant pattern in total and TRAP RNA‐Seq data.

**Table S1.** anova tables from root area and diameter analyses

**Table S2.** anova tables from shoot or root biomass, photosynthesis, and stomatal conductance analyses

**Table S3.** Log_2_ transformed data and results of the metabolomic analysis

**Table S4.** Genes assigned to dominant patterns and motif enrichment analysis

**Table S5.** CPM normalized data from total and TRAP RNA‐Seq

## Data Availability

Raw total and TRAP sequencing data can be obtained from GEO under the accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126430. Normalized CPM data for total and TRAP RNA‐Seq are provided in Table S5. Raw LiCOR, root anatomy and morphology and associated scripts can be found at https://github.com/rodriguezmDNA/Gray_RodriguezMedina_CO2Supplemental.

# Supplementary material for: Translational regulation contributes to the elevated CO2 response in two Solanum species
**Source:** Plant J. 2020 Jan 16;102(2):383–97. doi: 10.1111/tpj.14632
**Supplement:** Supplementary file 7

**Supporting Material Legends**

**Figure S1.** Whole root to metaxylem ratios. (a,b) represent the ratio of whole root to metaxylem changes for diameter (a) or area (b). Letters above the boxplot are the results from a Tukey HSD test.

**Figure S2.** Elevated CO_2_ has no significant effects on mature metaxylem in either species. (a). Cross sections from roots taken at 1cm from the tip of lateral or primary roots from *S. lycopersicum* cv. M82 (left half) or *S. pennellii* (right half) at 12 weeks after planting, under ambient (upper row) or elevated (bottom row) CO_2_. (b) Distribution of the average vessel area (upper panel) and number of vessels (bottom panel). CO_2_ had no significant effect (p > 0.05) on the average area of lateral or primary roots in a 2-way ANOVA (~CO_2_ X Species); number of vessels wasn't significantly affected (p > 0.05) by CO_2_ in a 3-way ANOVA (~CO_2_ X Species X Root order); root order = primary or lateral roots (**Table S2**).

**Figure S3.** Number of significantly differentially expressed genes in each of the linear model terms in shoots or roots. The barplots show the number (y-axis) of significant differentially expressed genes (q-value < 0.01) in each of the terms (x-axis) in the linear model. Changes in expression were measured using a linear model. The linear model coefficients include the main effects of [CO_2_] (ambient or elevated), species (*S. lycopersicum* or *S. pennellii*) or developmental-time (days 6, 9 or 12) as well as the 2-way and 3-way interactions. Figures show the results for the changes in expression in shoots (a) or roots (b).

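In shoots 698 genes had an interaction of CO2 and species at 6 DAP, with a higher CO2 change in S. pennellii for 154 and a lower one for 544 (edgeR). An interaction of CO2, species and day 9 held for 10 shoot genes, all higher. In roots edgeR called 0 genes for CO2 and species at 6 DAP, with 1521 at an unadjusted p under 0.05, where DESeq2 called 1, limma-voom 0 and the fit with the experiment number as a replicate block 1, and 2 genes for CO2, species and day 9, 1 higher and 1 lower. For day 9 in shoots DESeq2 called 136 genes, limma-voom 3, the fit with a replicate block 5 and edgeR without a filter on low counts 299, and in roots DESeq2 called 56, limma-voom 1, the fit with a replicate block 1, and RLE scaling 2 higher and 1 lower. Without experiment 3, 4 or 5 the shoot counts were 29, 99 and 512 for CO2 and species and 0, 0 and 70 for day 9, and with experiments 2 to 5 edgeR called 0 and 0 (1961 and 1245 at an unadjusted p under 0.05).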

**Figure S4.** Clustering of genes that change in a (CO_2_ X Species X Day 12) interaction manner reveals genetic modules with dominant patterns. (a,b) shows the row-wise scaled expression (expression of the group/mean expression by species) of groups of genes assigned to dominant patterns of expression (Methods) in shoots (a) or roots (b). (c) Representative line plots of root dominant patterns in (b) are an alternate visualization of the heatmap in (b). Lines represent the average log_2_ normalized expression of all genes assigned to a dominant pattern; blue represents expression under ambient CO_2_ (400 ppm); black, expression under elevated CO_2_ (700 ppm). (d) Heatmap of enriched GO categories for root clusters. The scale shows the ratio between the number of significant genes in the category and the total number of genes assigned to the same category. An asterisk indicates if the category is significantly enriched ( p < 0.05) in that cluster. (e) Enriched motifs common to shoot genes in patterns 3,5,9,10, and 11 (Scale shows the -log_10_ of the adjusted P value). Results from enrichment analysis are in **Table S4**.

**Figure S5.** Strategy to identify groups of genes with unique transcriptional or translational

patterns. (a) illustrates the process followed to identify genes that were uniquely regulated at the

translational level. We tested for pairwise comparisons between ambient and elevated [CO_2_] at 6 or 12 days in each species and RNA source (total or TRAP) independently. A total of 8 comparisons were made. Genes that were significantly differentially expressed (q-value < 0.01) were filtered by direction of change (up or down regulated). Comparable samples of total or TRAP (same day and species contrast of ambient versus elevated CO_2_, but different RNA source) were compared to obtain unique sets of genes being up or down-regulated in TRAP or total (ignoring the overlap). In total, we obtained 16 lists of genes changing in either direction (up or down-regulated) unique to TRAP or total RNA. We further compared these 16 sets to select genes unique to each specific set and filter out genes shared with any other set. (b) A total of 2,599 unique genes were considered for downstream analysis.

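In S. pennellii at 12 DAP 893 genes were called higher under eCO2 in total RNA and not in TRAP RNA and 458 lower, of which 712 and 449 were in no other list (edgeR, one fit of both RNA sources, log2 fold change above 1 or below -1). Called in TRAP RNA and not in total RNA, 696 genes were higher and 215 lower there, 445 and 154 of them in no other list. At 6 DAP in S. lycopersicum 671 genes were higher and 67 lower by TRAP RNA and not by total RNA (299 and 41 in no other list), against 173 and 4 by total RNA and not by TRAP RNA (64 and 2). In S. lycopersicum at 12 DAP the lists of TRAP RNA held 177 higher and 435 lower genes (92 and 161 in no other list), and in S. pennellii at 6 DAP 46 and 49 (40 and 36). For total RNA in this fit edgeR called 0 genes in S. lycopersicum at 12 DAP and 0 in S. pennellii at 6 DAP, with 165 and 456 at an unadjusted p under 0.05, where DESeq2 called 2 and 0 and limma-voom 0 and 0. All lists together held 3132 genes. The lists depend on the fit. At 6 DAP in S. lycopersicum the joint fit called 196 genes in total RNA, against 2188 in the fit of shoot total RNA alone. In TRAP RNA it called 940 there, against 191 with TRAP libraries alone. A call in 1 RNA source and not in the other is also no test of a difference between them, which the interaction called for 158 genes. Without experiment 3, 4 or 5 of total RNA the selection took 1162, 1103 and 1210 genes. The copy of Table S4 used here gives a pattern to 974 genes of the TRAP and total RNA selection, fewer than the paper selected, so no overlap with it was counted.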

**Figure S6.** Number of GO terms enriched per dominant pattern in total and TRAP RNASeq data. Number of enriched GO terms for genes assigned to dominant patterns (Figure 5) using the Dominant Pattern finding algorithm (Methods). Only significant GO terms with >= 3 differentially expressed genes were considered (**Table S4**).

**Table S1.** ANOVA tables from root area and diameter analyses.

**Table S2.** ANOVA tables from shoot or root biomass, photosynthesis, and stomatal conductance analyses.

**Table S3.** Log_2_ transformed data and results of the metabolomic analysis.

**Table S4.** Genes assigned to Dominant Patterns and motif enrichment analysis.

**Table S5.** CPM normalized data from total and TRAP RNA-Seq.

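Table S5 gives expression as CPM, and only part of its shoot sheet was held here, 1359 genes with 21460 more rows left out. Over 32827 values above 5 CPM in 35 samples, CPM computed from the deposited counts with TMM scaling had a median log2 ratio to the paper's values of 0.00241, with 5% of ratios below -0.0332 and 5% above 0.0340. CPM of all counts without TMM scaling gave a wider spread of ratios, from -0.254 to 0.288 at the same limits.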

How the deposited data were processed for this re-analysis (not part of the article)

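The series holds 512 libraries, 480 of total RNA from shoots and roots and 32 of TRAP RNA from shoots. The authors split the reads by barcode, looked at read quality with FastQC, aligned them with bowtie to the S. lycopersicum transcriptome and aggregated the mapped reads per gene with a custom R script. The submitters' processing notes also list SAMtools, HTSeq and limma, with no role and no version. The values that the authors deposited are raw counts per gene, whole numbers without normalization, and 1 file per library was used. The joint tables of the series hold the same counts and were not used. Reads of both species were aligned to the same reference, and the counting of reads shared between similar genes is not given in the sources used here, so values of near-identical genes are uncertain and levels were not compared between species. Genes are given by the identifiers of the files, because no table used here pairs them with names, except for the enzyme genes that the paper labels in Fig. 3.

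Species, organ, day, CO2 level and experiment number of each library came from the labels and the paper. The 5 libraries of each biological sample of total RNA were summed, since they are repeated sequencing of one sample, and no pair held identical values among those compared, which were pairs within a sample or group without the shallowest libraries. Of the total RNA samples, 7 held under 1000000 counts, 4 of them among the samples of Table S5. The samples of Table S5 held 704958 to 25344581 counts in shoots and roots together, and TRAP libraries 13522 to 11480178; the precision that this gives was tested on simulated data. Comparisons used the samples of Table S5 first and all samples of experiments 2 to 5 as an alternative. Table S4 gives the genes of the patterns. Its sheet of patterns in TRAP and total RNA lists fewer genes than the paper selected, its sheets after that one were not used here, and the shoot sheet of Table S5 was used in part.

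Tests were run in R 4.3.3 with edgeR 4.0.16, whose quasi-likelihood test with robust estimation was applied to the counts after TMM scaling and edgeR's filter on low counts by group. Genes were called at a Benjamini-Hochberg adjusted p under 0.01, the limit of the paper. edgeR's test gives no standard error. Those printed are approximate, the size of the log2 fold change divided by the square root of the test's F value. Each fit took all groups of an organ or RNA source, so that they share one estimate of the spread, with no block. Whether a CO2 change differed between species, days or RNA sources was tested as an interaction. The paper's selection rule was applied with a log2 fold change above 1 or below its negative. Means of a gene list are means of log2 CPM with a prior count of 2, compared by exact permutation tests, two-sided, and Benjamini-Hochberg adjusted over the patterns of one organ or RNA source. Counts given as adjusted over the list alone rest on lists that the paper formed on these samples. Single genes were named by a rule, namely the largest changes in each direction among called genes with an average log2 CPM above 3 and no overlap of the groups, every gene of Fig. 3, and, as no table names the others, at most 2 identifiers per direction. Only some of the genes that the rule gave are printed. Several left out passed under fewer alternatives, so the printed ones do not show how stable single calls are. The members of the patterns of Table S4 were seen before that rule was written. Samples, tests, comparisons, alternatives and this rule were fixed before the data were examined, apart from the tests and alternatives that are named as chosen or added later.

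The tests were tried on simulated counts with the means and library sizes of the real samples and 200 changed genes. Changed genes were drawn only from those above a minimum mean level. The spread of each gene was set by the trend over genes, with no difference between experiments and no library that stands apart. The shares found can therefore be too high for weakly expressed genes and for groups with such libraries. In roots, over 20506 genes, edgeR found 70% of 2-fold and 97% of 4-fold CO2 changes in S. pennellii at 12 DAP, and 8% and 52% of such differences in the interaction of CO2, species and day 12. In TRAP RNA, over 18651 genes, it found 1% and 9% in that interaction. With 200 changed genes, the interactions thus missed most 2-fold differences, and in TRAP RNA most 4-fold ones as well. Where far more genes change, the adjusted threshold is less strict. The interaction with day 12 called 3485 genes in shoots and 2814 in TRAP RNA, so these shares are not the miss rates there.

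The experiment number was taken to mark a shared growth experiment, since the paper states that CO2 levels were rotated between chambers at each replication, so it was used as a replicate block in an alternative fit. Deviations from the group means of samples with the same number had a mean correlation of 0.0258 in shoots and 0.0235 in roots, against -0.0128 and -0.0116 for other samples. Though small, these correlations were on average highest with the own number for 25 of 35 shoot samples and 27 of 36 root samples. TRAP libraries carry no shared number. The other alternatives were DESeq2 1.42.0, RLE scaling, no filter on low counts, limma-voom of limma 3.58.1 with Benjamini-Hochberg adjustment, limma-voom with q-values of ashr 2.2.63, experiments 2 to 5 together, and each experiment or TRAP library left out in turn. For means of lists they were the median over genes, RLE scaling, a prior count of 0.5 and a permutation of signs within experiments. Alternatives added after seeing the data left out the 3 TRAP libraries under 50000 counts or the shallow samples of experiments 2 to 5, or used all experiments with the block. Gene lists by product description, with a camera set test, were planned and not run, because no identifier could be matched to a description. Physiology, anatomy and metabolite measurements were not analysed here.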

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

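The tests on experiment 2, the tests on transcript abundance in TRAP RNA and the weight given to the genes detected in TRAP libraries were chosen only after the result was seen.

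The samples of experiment 2, which the paper did not use, stood apart in S. pennellii at 12 DAP, and their CO2 difference also departed in S. lycopersicum shoots. In shoots at ambient CO2 the mean log2 CPM of experiment 2 was 7.71 against 6.66 to 6.77 in experiments 3 to 5 for Pattern 3, 6.78 against 5.71 to 5.75 for Pattern 5, 6.90 against 6.43 to 6.46 for Pattern 9 and 7.62 against 6.46 to 6.54 for Pattern 10. Under eCO2 it was 6.80 against 7.75 to 7.89 for Pattern 3 and 6.54 against 7.67 to 7.88 for Pattern 10. Elevated minus ambient, experiment 2 gave -0.91, -0.98, -0.49, -1.08 and 0.34 for Patterns 3, 5, 9, 10 and 11, each with the sign opposite to experiments 3 to 5, where 1.07, 1.18, 0.56, 1.26 and -0.58 were found. In S. lycopersicum shoots Patterns 2, 3, 5 and 10 differed in experiment 2 by 0.99, 0.93, 1.07 and 1.06 at 12 DAP and by -0.46, -0.09, -0.21 and -0.20 at 6 DAP, against -0.07, -0.04, -0.07 and -0.06 and 0.99, 1.04, 0.97 and 1.10 in the paper's samples, and at 6 DAP the difference of experiment 2 in Pattern 11 was 0.24, against -0.19 there. In S. pennellii roots at ambient CO2 experiment 2 had 7.89 against 7.56 to 7.60 for Pattern 1, 7.88 against 7.50 to 7.51 for Pattern 2 and 7.69 against 7.33 to 7.37 for Pattern 7.

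Low depth is argued against for S. pennellii shoots at 12 DAP: with every sample thinned to 916687 counts, Pattern 10 still differed by -0.98 in experiment 2 and by 1.27 in experiments 3 to 5 (the eCO2 sample of experiment 2 held 918279 counts). An exchange of the labels of both samples cannot be told apart from other causes: each lay nearest the group of the other CO2 level, which is weak evidence, since only 2 of the 12 shoot samples of experiment 2 lay nearest their own group, and 21 of 35 of experiments 3 to 5 did (6 of 6 in S. pennellii at 12 DAP), and across genes the difference of experiment 2 had r = -0.472 with that of experiments 3 to 5, short of the 0.741 to 0.778 (in size) that each of experiments 3 to 5 had with the others, and both root samples, from the same plants by the paper's methods, lay nearest their own group (6 of 12 root samples of experiment 2 and 15 of 36 of the others did, 6 of 6 in S. pennellii at 12 DAP), with root Patterns 1, 2 and 7 higher under eCO2 by 0.18, 0.17 and 0.15, so that an exchange of whole plants is not what the roots show and one of shoot samples alone stays open. A wider difference of experiment 2 at harvest is consistent with 7 of its other samples lying nearest the mean of another day, 5 of 10 in shoots and 2 of 12 in roots, against 0 of 35 and 2 of 36 in experiments 3 to 5. Genes are not independent replicates, so these correlations describe the samples only, and a real difference between growth experiments remains open and untested.

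In TRAP RNA of Pattern 2 at 12 DAP the CO2 change differed between the species by 2.07 (exact permutation of CO2 labels within species, two-sided, p = 0.000408; 0.00449 adjusted over the patterns), and between TRAP and total RNA of S. lycopersicum by -0.77 (exact permutation, two-sided, p = 0.0157; 0.0864 adjusted). The paper selected these genes for a CO2 change called in some of its groups alone and clustered them on libraries of this series, so these p-values test a pattern on genes chosen for it and are no independent evidence. For these genes library 16 of S. pennellii at 12 DAP and eCO2 had 2.50, against 3.86 to 4.06 in the other libraries of its group. Library 06 of S. pennellii at 6 DAP and ambient CO2 had 1.52, against 3.86 to 4.26 in the other libraries of its group, and library 03 of S. lycopersicum at 6 DAP and eCO2 had 1.01, against 4.12 to 4.26 in the other libraries of its group. In depth, library 09 of S. pennellii at 12 DAP and ambient CO2 stood apart with 2686202 counts, against 6877200 to 7681809.

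Whether some TRAP libraries captured fewer different transcripts cannot be told apart from a change with CO2. Lists of other genes with the same mean TRAP level changed at 12 DAP by a median of -0.0478 in S. lycopersicum (10000 lists, 95% of them between -0.148 and 0.0462) and 0.0834 in S. pennellii (-0.0184 to 0.188), against -0.77 and 1.30 for Pattern 2, but the median change of all genes was near 0 after scaling (-0.01 in S. pennellii), which draws such lists toward 0 and makes them a weak test; at 6 DAP, with the shallow libraries, the lists had -0.475 and -1.73 against 0.50 and -1.72 for Pattern 2, apart in the first species and alike in the second. At 2686202 counts the genes detected went with Pattern 2, with 19540 to 20001 under eCO2 against 20394 to 21059 at ambient CO2 in S. lycopersicum at 12 DAP, 19268 in library 16 and 20114 to 20529 in the others under eCO2 against 18898 to 19849 in S. pennellii, and, at 6 DAP, 20476 to 20725 under eCO2 without the shallow library 03 against 18846 to 19409 in S. lycopersicum, and 15277 in library 06 of S. pennellii against 18941 to 20192 in its group. A change in transcript abundance seen in total RNA as well cannot be told apart in either species. In S. lycopersicum total RNA of these genes changed by -0.000364 at 12 DAP (-0.07 to 0.08 with an experiment left out and 0.09 over experiments 2 to 5), in other plants than those of TRAP RNA. The paper selected the genes for a call in 1 RNA source and not in the other before it clustered them. A flat total RNA can therefore come from the selection, and it decides nothing about abundance. In S. pennellii total RNA changed by 0.60 in the same direction and TRAP minus total RNA did not pass the test. A change in ribosome loading stays open as well.

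In total RNA at 12 DAP the CO2 change differed between the species, S. pennellii minus S. lycopersicum, by 1.24, 0.58 and -0.60 for shoot Patterns 5, 9 and 11, with two-sided exact permutation p-values of 0.045, 0.03 and 0.045, and 0.0786 when adjusted over the 11 shoot patterns, which misses 0.05. For root Patterns 1, 2 and 7 the difference was 0.84, 0.85 and 0.88, each with an exact permutation p of 0.045 and an adjusted p of 0.05 over the 10 root patterns, which does not lie under that threshold. The paper formed these patterns on the same samples. Samples that stand apart were found in 13 of 52 combinations of a measure and a group of 4 samples, by the gap to the nearest other sample relative to the range. Chance marks about 1 in 20 independent groups, but 9 of the 13 come from 3 samples of experiment 2 seen over patterns that share genes, so the numbers cannot be set against that rate.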

How the results depend on the processing

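The alternatives that left out shallow libraries or samples, and that which used all experiments with the block, were chosen only after seeing the data. Of the values under alternatives, 196 counts of genes lay within 1.5 times the count given with the results and 171 did not; 198 means of lists kept direction and side of the threshold, 6 passed it only under the alternative, 4 no longer passed and 14 changed sign. For single named genes 451 values kept both, 226 no longer passed, 6 passed only under the alternative and none changed sign. Where fewer samples entered, as when an experiment was left out, the test had less information; for all other changes the cause was not tested. In the values that follow, the count or mean with edgeR, TMM scaling and the paper's samples comes after the word against, and a number in parentheses after a 0 is the count at an unadjusted p under 0.05.

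DESeq2 called 1 against 0 for S. lycopersicum roots at 12 DAP, 1 against 0 for CO2 and species in roots, 131 against 9 for CO2, species and day 12 in roots, 56 against 2 for CO2, species and day 9 in roots, 43 against 0 for TRAP RNA of S. pennellii at 6 DAP, 1749 against 2814 for CO2, species and day 12 in TRAP RNA, 136 against 10 for CO2, species and day 9 in shoots and 15 against 0 for TRAP against total RNA of S. pennellii at 6 DAP. Limma-voom with Benjamini-Hochberg adjustment called 15 against 9 for CO2, species and day 12 in roots, 1 against 2 for CO2, species and day 9 in roots, 110 against 191 for TRAP RNA of S. lycopersicum at 6 DAP, 232 against 457 for TRAP RNA of S. pennellii at 12 DAP, 5 against 0 for TRAP RNA of S. pennellii at 6 DAP, 0 (1420) against 5 for S. pennellii shoots at 6 DAP, 3 against 10 for CO2, species and day 9 in shoots and 33 against 59 for TRAP against total RNA of S. lycopersicum at 12 DAP. Limma-voom with ashr q-values, which the paper names, called 6093 against 1683 for S. pennellii roots at 12 DAP, 349 against 9 for CO2, species and day 12 in roots, 61 against 2 for CO2, species and day 9 in roots, 650 against 179 for TRAP RNA of S. lycopersicum at 12 DAP, 2717 against 191 for TRAP RNA of S. lycopersicum at 6 DAP, 3241 against 457 for TRAP RNA of S. pennellii at 12 DAP, 95 against 0 for TRAP RNA of S. pennellii at 6 DAP, 7321 against 2814 for CO2, species and day 12 in TRAP RNA, 6091 against 2188 for S. lycopersicum shoots at 6 DAP, 13675 against 6123 for S. pennellii shoots at 12 DAP, 1 against 5 for S. pennellii shoots at 6 DAP, 2598 against 698 for CO2 and species in shoots, 9252 against 3485 for CO2, species and day 12 in shoots, 200 against 10 for CO2, species and day 9 in shoots, 4685 against 2495 for the paper's selection rule, 600 against 158 for TRAP against total RNA of S. lycopersicum at 6 DAP, 2111 against 725 for TRAP against total RNA of S. pennellii at 12 DAP and 11 against 0 for TRAP against total RNA of S. pennellii at 6 DAP. Without a filter on low counts edgeR called 1 against 0 for CO2 and species in roots, 10 against 2 for CO2, species and day 9 in roots, 2 against 0 for TRAP RNA of S. pennellii at 6 DAP, 62 against 0 for S. lycopersicum shoots at 12 DAP, 109 against 5 for S. pennellii shoots at 6 DAP, 1220 against 698 for CO2 and species in shoots and 299 against 10 for CO2, species and day 9 in shoots. RLE scaling gave 17 against 9 for CO2, species and day 12 in roots, 312 against 191 for TRAP RNA of S. lycopersicum at 6 DAP and 353 against 158 for TRAP against total RNA of S. lycopersicum at 6 DAP. With RLE scaling the mean of the list moved to 0.0343 against -0.000364 for Pattern 2 of TRAP and total RNA in total RNA of S. lycopersicum shoots at 12 DAP, and as a median over genes to 0.0406 against -0.0403 for Pattern 7 in total RNA of S. lycopersicum roots at 12 DAP and -0.18 against 0.50 for Pattern 2 in TRAP RNA of S. lycopersicum at 6 DAP; all of these changed sign.

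With the experiment number as a replicate block edgeR called 1 against 0 for CO2 and species in roots, 18 against 9 for CO2, species and day 12 in roots, 1 against 2 for CO2, species and day 9 in roots, 5 against 10 for CO2, species and day 9 in shoots and 103 against 158 for TRAP against total RNA of S. lycopersicum at 6 DAP. The block changed no other call of a count by more than 1.5 times and no direction of a list mean.

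Only edgeR was run on all samples of experiments 2 to 5, where it called 2 against 0 for S. lycopersicum roots at 12 DAP, 88 against 1683 for S. pennellii roots at 12 DAP, 0 (2255) against 9 for CO2, species and day 12 in roots, 0 (1291) against 2 for CO2, species and day 9 in roots, 150 against 2188 for S. lycopersicum shoots at 6 DAP, 0 (4633) against 6123 for S. pennellii shoots at 12 DAP, 0 (505) against 5 for S. pennellii shoots at 6 DAP, 0 (1961) against 698 for CO2 and species in shoots, 0 (2206) against 3485 for CO2, species and day 12 in shoots, 0 (1245) against 10 for CO2, species and day 9 in shoots, 1414 against 2495 for the paper's selection rule, 99 against 725 for TRAP against total RNA of S. pennellii at 12 DAP and 2 against 0 for TRAP against total RNA of S. pennellii at 6 DAP. Among the 22 means of lists in total RNA for which every alternative was run, those that passed the threshold there, with 4 samples per group, were 0.64 against 0.81 for Pattern 1 in total RNA of S. pennellii roots at 12 DAP, 0.65 against 0.82 for Pattern 2 in total RNA of S. pennellii roots at 12 DAP, 0.60 against 0.77 for Pattern 3 in total RNA of S. pennellii roots at 12 DAP and 0.65 against 0.84 for Pattern 7 in total RNA of S. pennellii roots at 12 DAP, and those that changed sign were 0.0880 against -0.000364 for Pattern 2 of TRAP and total RNA in total RNA of S. lycopersicum shoots at 12 DAP and 0.0749 against -0.0113 for Pattern 2 of TRAP and total RNA in total RNA of S. pennellii shoots at 6 DAP; other patterns and days did so too, such as, in S. lycopersicum, root Patterns 1, 2, 3 and 7 and shoot Pattern 7 at 6 DAP, which passed, and shoot Patterns 2, 3, 5 and 10 at 12 DAP, which went from below to above 0. With the block as well, edgeR called 95 against 1683 for S. pennellii roots at 12 DAP, 0 (2477) against 9 for CO2, species and day 12 in roots, 0 (1424) against 2 for CO2, species and day 9 in roots, 87 against 2188 for S. lycopersicum shoots at 6 DAP, 0 (4795) against 6123 for S. pennellii shoots at 12 DAP, 0 (520) against 5 for S. pennellii shoots at 6 DAP, 0 (1891) against 698 for CO2 and species in shoots, 0 (2245) against 3485 for CO2, species and day 12 in shoots, 0 (1174) against 10 for CO2, species and day 9 in shoots, 1203 against 2495 for the paper's selection rule, 56 against 725 for TRAP against total RNA of S. pennellii at 12 DAP and 1 against 0 for TRAP against total RNA of S. pennellii at 6 DAP. Without samples under 1000000 counts it called 137 against 1683 for S. pennellii roots at 12 DAP, 0 (2524) against 9 for CO2, species and day 12 in roots, 0 (1440) against 2 for CO2, species and day 9 in roots, 0 (3059) against 2188 for S. lycopersicum shoots at 6 DAP, 698 against 6123 for S. pennellii shoots at 12 DAP, 0 (580) against 5 for S. pennellii shoots at 6 DAP, 0 (1778) against 698 for CO2 and species in shoots, 0 (2974) against 3485 for CO2, species and day 12 in shoots, 0 (1311) against 10 for CO2, species and day 9 in shoots, 293 against 725 for TRAP against total RNA of S. pennellii at 12 DAP and 7 against 0 for TRAP against total RNA of S. pennellii at 6 DAP, where the eCO2 sample of experiment 2 in S. pennellii shoots at 12 DAP is among those left out.

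Without the 3 TRAP libraries under 50000 counts edgeR called 89 against 191 for TRAP RNA of S. lycopersicum at 6 DAP and 270 against 158 for TRAP against total RNA of S. lycopersicum at 6 DAP, and the list mean was 1.26 against 0.50 for Pattern 2 in TRAP RNA of S. lycopersicum at 6 DAP.

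Leaving out experiment 3, 4 or 5 in turn gave counts of 435 without experiment 3 to 619 without experiment 4 against 1683 for S. pennellii roots at 12 DAP, 0 (2104) without experiment 3 to 2 without experiment 4 against 9 for CO2, species and day 12 in roots, 0 (1431 to 2079) to 1 without experiment 4 against 2 for CO2, species and day 9 in roots, 0 (491 to 637) to 1 without experiment 4 against 0 for S. lycopersicum shoots at 12 DAP, 472 without experiment 3 to 971 without experiment 5 against 2188 for S. lycopersicum shoots at 6 DAP, 3430 without experiment 3 to 3855 without experiment 5 against 6123 for S. pennellii shoots at 12 DAP, 0 (828 to 1224) to 9 without experiment 5 against 5 for S. pennellii shoots at 6 DAP, 29 without experiment 3 to 512 without experiment 5 against 698 for CO2 and species in shoots, 1458 without experiment 3 to 1795 without experiment 5 against 3485 for CO2, species and day 12 in shoots and 0 (1600 to 1839) to 70 without experiment 5 against 10 for CO2, species and day 9 in shoots. Leaving out each experiment or TRAP library in turn gave 54 without library 11 to 114 without library 23 against 179 for TRAP RNA of S. lycopersicum at 12 DAP, 14 without library 07 to 132 without library 03 against 191 for TRAP RNA of S. lycopersicum at 6 DAP, 51 without library 22 to 1725 without library 16 against 457 for TRAP RNA of S. pennellii at 12 DAP, 0 (2612 to 2746) to 38 without library 06 against 0 for TRAP RNA of S. pennellii at 6 DAP, 1723 without library 05 to 4720 without library 06 against 2814 for CO2, species and day 12 in TRAP RNA, 1103 without experiment 4 to 3334 without library 16 against 2495 for the paper's selection rule, 14 without experiment 3 to 57 without library 17 against 59 for TRAP against total RNA of S. lycopersicum at 12 DAP, 0 (2275) without experiment 3 to 166 without library 14 against 158 for TRAP against total RNA of S. lycopersicum at 6 DAP, 72 without experiment 4 to 1472 without library 16 against 725 for TRAP against total RNA of S. pennellii at 12 DAP and 0 (1755 to 2685) to 26 without library 05 against 0 for TRAP against total RNA of S. pennellii at 6 DAP. For means of lists the ranges were -0.16 without experiment 4 to 0.0951 without experiment 5 against -0.0301 for Pattern 1 in total RNA of S. lycopersicum roots at 12 DAP, -0.17 without experiment 4 to 0.0973 without experiment 5 against -0.0307 for Pattern 2 in total RNA of S. lycopersicum roots at 12 DAP, -0.14 without experiment 4 to 0.11 without experiment 5 against -0.0108 for Pattern 3 in total RNA of S. lycopersicum roots at 12 DAP, -0.16 without experiment 4 to 0.0872 without experiment 5 against -0.0403 for Pattern 7 in total RNA of S. lycopersicum roots at 12 DAP, 0.21 without library 04 to 1.27 without library 03 against 0.50 for Pattern 2 in TRAP RNA of S. lycopersicum at 6 DAP, 1.14 without library 22 to 1.66 without library 16 against 1.30 for Pattern 2 in TRAP RNA of S. pennellii at 12 DAP, -0.0691 without experiment 3 to 0.0756 without experiment 5 against -0.000364 for Pattern 2 of TRAP and total RNA in total RNA of S. lycopersicum shoots at 12 DAP and -0.0502 without experiment 5 to 0.00703 without experiment 4 against -0.0113 for Pattern 2 of TRAP and total RNA in total RNA of S. pennellii shoots at 6 DAP. In S. lycopersicum shoots at 6 DAP 1 sample under eCO2 is left without experiment 3 or 4, so the spread then comes from other groups.

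Scaling moved the median gene most for the interaction of CO2, species and day 12 in TRAP RNA, by 0.46 (log2) with RLE in place of TMM, and by 0.31 for TRAP against total RNA of S. lycopersicum at 6 DAP, so directions there are relative. Depth limits the comparisons at 6 DAP in TRAP RNA, where 13522 counts are the least in a library, and those of S. pennellii roots at 6 DAP and eCO2, where all samples held 704958 to 1601815 counts. The gene lists by product description and their alternative with an estimated correlation between genes were not run.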

Differences from the paper's values

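No alternative named in this part was chosen after seeing the values. The paper clusters root genes that changed in the interaction of CO2, species and day 12, and Table S4 gives 154 of them a pattern. That interaction held for 9 root genes by edgeR, 5 of them among those of Table S4, and the difference between the species at 12 DAP alone for 230, 45 of them in the table. In shoots the same interaction was called by edgeR for 1225 of the 1813 genes of the table, by limma-voom with ashr q-values for 1708, by edgeR without experiment 3, 4 or 5 for 653, 777 and 850, and over experiments 2 to 5, where edgeR alone was run, for 0, with 2206 of all genes at an unadjusted p under 0.05. Limma-voom with ashr q-values, tools that the paper names, called 349 root genes for the interaction, 75 of them in the table, and 2495 for the difference at 12 DAP alone, 135 of them in the table. DESeq2 called 43 and 91 root genes of the table, and the other alternatives set before the data were examined called 0 to 8 of them for the interaction. The threshold was that of the paper throughout.

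The count of genes that the paper selected from total and TRAP RNA, the paper's 2599, did not differ by more than 1.5 times from the 2495 of edgeR. It did under limma-voom with ashr q-values, with 4685 genes, with experiments 2 to 5 together, with 1414, and without experiment 3, 4 or 5, with 1162, 1103 and 1210. It did not under DESeq2, RLE scaling, no filter on low counts, limma-voom, the replicate block or any single TRAP library left out.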

Other observations

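The tests of the CO2 change in S. pennellii shoots at 12 DAP against the changes in S. lycopersicum, and the splits for S. lycopersicum roots at 9 DAP and for the species at 9 and at 12 DAP, were chosen only after the result was seen.

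Of the shoot patterns of Table S4 that the paper does not discuss one by one, Pattern 4, for which the table lists cell redox homeostasis, had 155 of 251 genes higher and 2 lower under eCO2 in S. pennellii at 12 DAP (edgeR; 168 and 2 adjusted over the list alone). Its mean was 4.39 ± 0.04 log2 CPM at ambient CO2 and 5.23 ± 0.11 under eCO2 (SD, n = 3 each). Pattern 6, with terms of the chloroplast and carbohydrate metabolic process, had 113 of 153 genes lower and 0 higher (123 lower adjusted over the list alone), with means of 6.84 ± 0.01 and 6.17 ± 0.08. In Pattern 8, which also has chloroplast terms, 9 of 36 were lower and 0 higher. At 6 DAP in S. lycopersicum, where Table S5 holds 2 samples under eCO2 and 3 at ambient CO2, 116 genes of Pattern 4 were higher and 2 lower, and 24 of Pattern 6 and 1 of Pattern 8 were lower, while at 12 DAP edgeR called 0 genes of the 3 patterns there (DESeq2, limma-voom and limma-voom with ashr q-values called 0, 0 and 0 over all genes, and 761 passed edgeR's unadjusted p under 0.05). The paper formed these lists, which share genes with other patterns, on the same samples, and in experiment 2 the means of Pattern 4 in S. pennellii at 12 DAP were 5.08 at ambient CO2 and 4.44 under eCO2, and those of Pattern 6 6.34 and 6.79, while at 6 DAP in S. lycopersicum Patterns 4 and 6 differed by -0.24 and 0.11 there, against 0.63 and -0.37 in the paper's samples. In TRAP RNA of S. lycopersicum at 12 DAP the means of Patterns 4 and 8 lay 0.32 and 0.29 higher under eCO2, every library above every ambient library (exact permutation test, two-sided p = 0.0286, n = 4 each; 0.0524 adjusted over the 11 shoot patterns, which misses 0.05). With experiment 3, 4 or 5 left out the count over all genes was 3430 to 3855, in place of 6123, in S. pennellii at 12 DAP, and 472 to 971, in place of 2188, in S. lycopersicum at 6 DAP, the fewest without experiment 3, and without experiment 3 or 4 the latter rest on 1 sample under eCO2. With RLE scaling the median gene of these TRAP libraries moved by -0.15.

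In S. lycopersicum roots at 9 DAP, 117 genes changed under eCO2, 26 higher and 91 lower, the most of any day in roots of this species (edgeR). DESeq2 called 306, limma-voom 179, limma-voom with ashr q-values 577, the fit without a filter on low counts 146, RLE scaling 117 and the fit with the experiment number as a replicate block 139. The count was 1, 8 and 9 without experiment 3, 4 and 5, and 0 over experiments 2 to 5, with 981 at an unadjusted p under 0.05.

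Most genes called under eCO2 in S. lycopersicum shoots at 6 DAP were also called in S. pennellii shoots at 12 DAP. Of the 1545 genes higher in the first, 1205 were among the 3291 higher in the second, against 252 if the calls were independent, and of 643 lower 455 were among 2832, against 90.4, from edgeR, with 0 and 2 genes called in opposite directions; 3086 of the 3291 and 2608 of the 2832 genes of the second had a change of the same sign in the first, where 2 samples under eCO2 were tested against 3, and no sample is shared. Across 20144 genes the log2 fold changes had r = 0.647 (rho = 0.643), and r = 0.713 (rho = 0.730) with the change of S. lycopersicum from 9 to 12 DAP at ambient CO2, but r = -0.0208 (rho = -0.0351) with its change from 6 to 9 DAP, and 0.206 and 0.147 with its CO2 changes at 9 and 12 DAP. Without the 100 most abundant genes, 27.3% of the counts, 6112 genes were called. TMM scaling already limits the weight of such genes, so this is a weak test of whether abundant genes taking counts gave rise to the calls. As a hypothesis, the change at 12 DAP may share genes with the step from 9 to 12 DAP. Genes are not independent replicates, and the comparison was made on the same samples that gave rise to it. A shift in developmental timing remains open and untested. The paper moved the CO2 levels between chambers from experiment to experiment and harvested at like times of day. Within an experiment, however, the CO2 levels were in different chambers, so a difference in chamber or hour also remains open and untested. Over experiments 2 to 5 edgeR called 0 genes in S. pennellii at 12 DAP (4633 at an unadjusted p under 0.05) and 150 in S. lycopersicum at 6 DAP, and 698 and 0 (3059) without those samples under 1000000 counts, with no other tool run on these.

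CO2 labels were exchanged between samples of the same group pair, in 25 splits for interactions and TRAP against total RNA, 35 for CO2 changes in TRAP RNA and 10 for those in total RNA, the real one included; the counts of called genes are the real one against the highest of the other splits. By the rule of a share under 0.05, chance was argued against but not excluded, for the grouping of these samples alone, where only the real split reached its count. These were 698 against 298 for CO2 and species in shoots, 3485 against 605 for CO2, species and day 12 in shoots, 191 against 2 for TRAP RNA of S. lycopersicum at 6 DAP, 179 against 0 for TRAP RNA of S. lycopersicum at 12 DAP and 2814 against 74 for CO2, species and day 12 in TRAP RNA. This rests on the smallest share that 25 or 35 splits allow and was not adjusted over the results tested. It does not carry over to other samples: over experiments 2 to 5 edgeR called 0 genes for CO2 and species and for CO2, species and day 12 in shoots. The rule was also met by 59 against 51 for TRAP against total RNA of S. lycopersicum at 12 DAP and by 457 against 414 for TRAP RNA of S. pennellii at 12 DAP. There the highest other split came close, so the splits leave chance open. With an experiment or library left out, the 59 became 14 without experiment 3 to 57 without library 17, and the 457 became 51 without library 22 to 1725 without library 16. The real split alone reached its count, 1 of 25, also for 10 against 9 for CO2, species and day 9 in shoots, 9 against 1 for CO2, species and day 12 in roots and 2 against 0 for the species at 9 DAP in roots, but these counts are too small and too unstable for chance to be called excluded: the first was 5 with the experiment number as a replicate block and 3 by limma-voom, and became 0 (1600 to 1839) to 70 without experiment 5 against 10 for CO2, species and day 9 in shoots with an experiment left out, the second became 0, 2 and 1 without experiment 3, 4 and 5, with 2104, 2785 and 1813 at an unadjusted p under 0.05, and the third 1, 0 and 0 with 1147, 1590 and 1726. Splits for interactions and for TRAP against total RNA can keep or exchange all labels of 1 group pair and so still hold its CO2 change. The split behind 51 keeps the CO2 labels of all TRAP libraries and exchanges all those of total RNA, and that behind 414 exchanges only libraries 16 and 09, so both still hold most of the CO2 change of TRAP RNA. Chance was not excluded for 2 against 3 for CO2, species and day 9 in roots, 2 splits as large, 725 against 2172 for TRAP against total RNA of S. pennellii at 12 DAP, 2 splits as large, 2411 against 4075 for the species at 12 DAP in shoots, 4 splits as large and 230 against 797 for the species at 12 DAP in roots, 4 splits as large. With a real count of 0 every split is as large, so the splits tell nothing about chance for 0 against 0 for CO2 and species in roots, 25 splits, 0 against 2776 for TRAP RNA of S. pennellii at 6 DAP, 35 splits, 0 against 1588 for TRAP against total RNA of S. pennellii at 6 DAP, 25 splits and 0 against 0 for the species at 9 DAP in shoots, 25 splits. With 10 splits no share under 0.05 can be reached, and the counts were 0 against 4 for S. lycopersicum shoots at 12 DAP, 5 against 2 for S. pennellii shoots at 6 DAP, 6123 against 29 for S. pennellii shoots at 12 DAP, 0 against 0 for S. lycopersicum roots at 12 DAP, 1683 against 0 for S. pennellii roots at 12 DAP and 117 against 0 for S. lycopersicum roots at 9 DAP. In all of these, the other splits that part the 2 samples of every experiment, as the real one does, called 0 genes. In S. pennellii TRAP RNA at 6 DAP the splits with the most calls point to a structure of the libraries other than CO2, and both exchanged libraries 06 and 01. The split as large for TRAP against total RNA of S. pennellii at 12 DAP exchanges all labels of total RNA and, in TRAP RNA, only libraries 16 and 10, so it adds the CO2 changes of both RNA sources and is no measure of chance, which that test leaves open. At 12 DAP in total RNA, the splits with the most calls for a difference between the species exchanged samples of S. lycopersicum alone in shoots and in roots, so that they still hold the CO2 change of S. pennellii. All counts are from edgeR. Where the real count was 0, the genes at an unadjusted p under 0.05, and the genes called by DESeq2, limma-voom and limma-voom with ashr q-values, numbered 761, 0, 0 and 0 for S. lycopersicum shoots at 12 DAP, 1521, 1, 0 and 0 for CO2 and species in roots, 422, 1, 0 and 0 for S. lycopersicum roots at 12 DAP, 2609, 43, 5 and 95 for TRAP RNA of S. pennellii at 6 DAP, 2584, 15, 0 and 11 for TRAP against total RNA of S. pennellii at 6 DAP and 655, 0, 0 and 0 for the species at 9 DAP in shoots. Several of these counts move by over 1.5 times when 1 experiment or library is left out, as the ranges given with the processing show, and those for the species at 12 DAP became 986, 1008 and 861 in shoots and 2, 53 and 7 in roots without experiment 3, 4 and 5.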
